# A stem cell population at the anorectal junction maintains homeostasis and participates in tissue regeneration

**DOI:** 10.1038/s41467-021-23034-x

**Published:** 2021-05-12

**Authors:** Louciné Mitoyan, Véronique Chevrier, Hector Hernandez-Vargas, Alexane Ollivier, Zeinab Homayed, Julie Pannequin, Flora Poizat, Cécile De Biasi-Cador, Emmanuelle Charafe-Jauffret, Christophe Ginestier, Géraldine Guasch

**Keywords:** Differentiation, Stem cells, Intestinal stem cells, Gastrointestinal models, Gastrointestinal system

## Abstract

At numerous locations of the body, transition zones are localized at the crossroad between two types of epithelium and are frequently associated with neoplasia involving both type of tissues. These transition zones contain cells expressing markers of adult stem cells that can be the target of early transformation. The mere fact that transition zone cells can merge different architecture with separate functions implies for a unique plasticity that these cells must display in steady state. However, their roles during tissue regeneration in normal and injured state remain unknown. Here, by using in vivo lineage tracing, single-cell transcriptomics, computational modeling and a three-dimensional organoid culture system of transition zone cells, we identify a population of Krt17+ basal cells with multipotent properties at the squamo-columnar anorectal junction that maintain a squamous epithelium during normal homeostasis and can participate in the repair of a glandular epithelium following tissue injury.

## Abstract (web summary)

Transition zones connect distinct epithelia, contain cells expressing stem cell markers, and contribute to cancer development. Here, the authors examine the mouse anorectal junction, identifying a population of Krt17-positive basal cells that contribute to squamous and glandular epithelia during homeostasis and repair.

## Introduction

Several of our organs have a region called transition zone (TZ) that connects two distinct epithelia such as stratified and glandular epithelia^1^. These junction areas can be found throughout the body in the eye, esophagus, stomach, ovary, cervix, and anus and are a site of associated pathology in human and mouse including cancers with poor prognosis^2–8^ and pre-lesional conditions such as ulcer, Barrett’s esophagus^9^, and developmental disorders such as cloaca malformation^10^. These TZ are composed of cells expressing markers of adult stem cells^11–13^ that can be the target of early transformation^14–17^. These junctions between our organs allow us to have a continuous lining of tissues, such as in the digestive tract. When affected, the anorectal region is usually associated with high invalidity of patients including fecal incontinence. It is thus essential to understand how important these TZ are to preserve organ homeostasis. In this work, by studying the properties of the anorectal TZ at the single cell level and by combining technologies such as organoid culture, gene sequencing and the use of mouse models, we have identified a population of Keratin 17 positive (Krt17+) basal cells with multipotent properties that maintain a squamous epithelium during normal homeostasis, and can participate to the repair of a wounded glandular epithelium.

## Results

### Multilineage potential of Krt17+ TZ cells during homeostasis

In any species, the abrupt transition from one epithelia to another can be readily detected histologically and molecularly as each epithelium expresses characteristic proteins, such as Krt14/5 for the anal stratified epithelium and Krt8 for the glandular rectal epithelium^11^ (Supplementary Fig. 1a and Fig. 1a). The hyperproliferative-associated-Krt17^18^ marks specifically TZ cells^1,2^ (Fig. 1a) with a low expression level in anal canal cells proximal to the TZ (Supplementary Fig. 1b). Krt17 expression correlates with the active renewal occurring in the anorectal TZ (Supplementary Fig. 1c). The mere fact that TZ cells can merge these different epithelia with separate functions implies for a plasticity, that these cells must display in steady state. However, it is unknown if TZ cells have any role in renewing of the epithelium during normal homeostasis and after an injured condition.

**Fig. 1:**
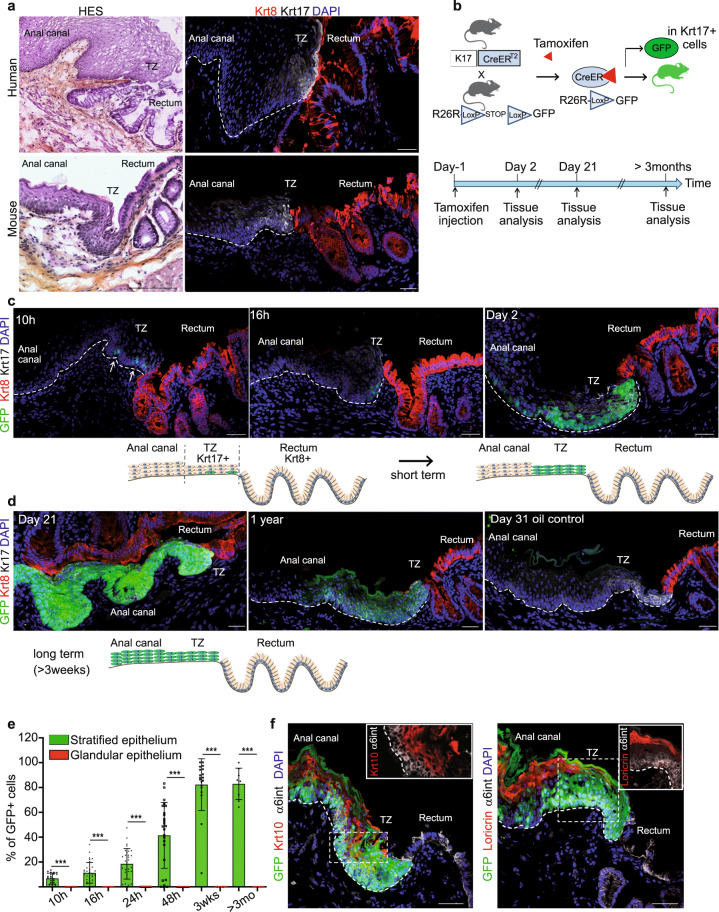
A population of basal Keratin 17+ cells at the anorectal junction contributes to the anal epithelium during normal homeostasis. **a** Human and mouse anorectal TZ are histologically (HES) and molecularly similar. A population of keratin 17 (Krt17) expressing cells (white) shown by immunofluorescence is present at the anorectal TZ (*n* = 55 independent experiments from 58 mice and *n* = 3 independent experiments from two independent human samples). The rectum expresses keratin 8 (Krt8) (red). Scale bars for HES are 100 and 50 μm for immunofluorescence panels. **b** Schematic of the mouse model used and time point analyzed after one injection of 2 mg of tamoxifen to only label few cells at the TZ. **c**, **d** Unipotency of Krt17+ TZ cells (green) during short and long-term lineage tracing. Representative images of *n* = 3 biologically independent samples at each time point are shown. Dashed lines delineate the epithelium from the stroma. Scale bars are 50 μm. **e** Quantification of the % of GFP cells in stratified and glandular tissue (*n* = 3 mice per time point) (Source data are provided as a source data file). Two-tailed paired *t*-test; error bars, mean ± SD ***p < 0.0001. **f** Krt17+ TZ cells give rise to differentiated suprabasal layer cells of the anal canal (4 weeks post-tamoxifen injection) positive for Krt10 (red) and to cornified layer cells positive for Loricrin (red). α6 integrin (in white) marks the basal layer. Scale bars are 50 μm; Insets for Krt10 and Loricrin are zoom in 1.5-fold and 1.1-fold, respectively.

Inducible genetic fate mapping method allows the identification of stem cells in many epithelial tissues^19^. To investigate the contribution of the Krt17+ basal TZ cells to the renewing of the stratified and/or glandular epithelium, we performed lineage tracing using *K17CreER*^T2^*;R26R*^GFP^ bigenic mice (Fig. 1b) using one injection of tamoxifen to label permanently few cells at the TZ (Fig. 1c, d). No Krt17+GFP+ cells were detected in non-induced *K17CreER*^T2^*;R26R*^GFP^ mice analyzed short and long chase (*n* = 3) (Fig. 1d and Supplementary Fig. 1d) confirming the tight regulation of *K17CreER* activity in the basal TZ cells. Since lineage tracing is reporting transcriptional activity of the *Krt17* gene, we report the location of *Krt17* transcripts in the anorectal region via high quality in situ hybridization. We showed by RNAscope technology that *Krt17* transcript was exclusively found in the anal TZ region, when compared to the anal canal and the rectum (Supplementary Fig. 2a, b and quantified in Supplementary Fig. 2c). Furthermore, tamoxifen injection itself does not change *Krt17* transcript (Supplementary Fig. 2c), neither Krt17 endogenous protein expression level (Supplementary Fig. 3a) and does not induce proliferation of Krt17+ TZ cells (Supplementary Fig. 3b).

We found that lineage-marked GFP+ TZ cells are found in the stratified epithelium of the anal canal after short and long-term tracing and not in the Krt8+ glandular epithelium (at least three mice for each time point analyzed) (Fig. 1c–e). GFP positive cells are still found in mainly all stratified epithelium of the anal canal after 1-year lineage tracing (Fig. 1d) strongly indicating that all the Krt17+ TZ cells are long-term, self-renewing adult stem cells. Moreover, GFP+ lineage traced cells colocalized with differentiated epithelial cell type Krt10+ and Loricrin+ (Fig. 1f) showing the multilineage potential of the Krt17+ stem cells.

To analyze the hierarchical organization of the anorectal cells we have performed single-cell RNA sequencing (scRNA-seq) analysis^20,21^ from purified FACS-sorted cells (Supplementary Fig. 4), and we obtained initially eight distinct clusters (Supplementary Fig. 5a). 

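Cells sorted from a pool of at least 5 mice made up the normal sample, sequenced as 1 library. Its values therefore have no replicate check and no p-value is given, since cells are not replicates. The authors deposited UMI counts, made with Cell Ranger 3.1.0 on the mm10 genome and not normalized, for 31054 features. The cell barcodes held 17617944 UMIs. They also deposited the natural log of 1 plus a whole number per gene for 939 cells, with the name of the cluster of each cell. After filtering as the paper states (over 200 and under 5000 detected genes, under 25% mitochondrial UMIs), 1548 barcodes remained, with a median of 9438 UMIs. Clustering of these cells was repeated with Seurat 5.3.0 at resolution 0.2, with the genes whose levels are reported left out of the variable features, and gave 7 clusters. The alternative that moved this number most was resolution 0.4, with 10 clusters. Levels are the UMIs of a gene summed over the cells of a cluster and scaled to a common total (CPM), from the UMI counts. Ranges in brackets are exact 95% intervals (Poisson for levels, binomial for log2 ratios of levels, Clopper-Pearson for shares of cells) and cover counting error only. Shares of cells with a UMI were compared after each cell was thinned at random to 2000 UMIs, and shallower cells were left out. Gene positions are those of GENCODE M21 on GRCm38.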

A Gene ontology analysis for molecular pathways illustrated that one cluster was specially enriched in signaling cascades involving lipid and steroid metabolism (Supplementary Fig. 5b). This cluster represents anal glands that are present below the anal TZ. These glands are positive for the Oil red O staining and we confirmed at the protein level that perilipin-2, highly expressed in this cluster by sc-RNA seq, marks indeed the anal glands (Supplementary Fig. 5c). 

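Plin2 (ENSMUSG00000028494, chromosome 4, 86648386 to 86670060, minus strand) encodes perilipin-2. In the repeated clustering, 1 cluster of 356 cells was named anal gland from a fixed list of 10 other genes that Supplementary Data 9 reports for the corresponding cluster. Plin2 reached 1051 CPM in this cluster (4659 UMIs) and 60.0 CPM in the 1192 other filtered cells (695 UMIs), a log2 ratio of 4.13 (4.02 to 4.25). The alternative that moved this ratio most was resolution 0.4, under which the named clusters gave 1.69. In that setting 208 cells were named anal gland, and 148 cells were left unnamed and so counted among the others. By size, these 2 clusters match a split of the 356 cells. A UMI of Plin2 was found in 93.5% of anal gland cells and 27.3% of the others, where the paper's reported values are 93.4% and 28.8%. The median depth was 12909 UMIs in the cluster and 8445 UMIs outside it. After thinning, the shares were 70.9% (65.8 to 75.7) and 9.83% (8.15 to 11.7), with 12 and 73 cells left out.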

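The hair follicle cluster of the repeated analysis held 189 cells, and Lhx2 and Lgr5 were used neither in forming nor in naming it. Lhx2 (ENSMUSG00000000247, chromosome 2, 38339281 to 38369733, plus strand) was at 232 CPM there and 0.888 CPM in the other filtered cells, a log2 ratio of 8.03 (7.24 to 8.96). Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780, minus strand) was at 72.8 CPM and 0.956 CPM, a log2 ratio of 6.25 (5.44 to 7.17). After thinning, a UMI of Lhx2 was found in 31.6% (24.8 to 39.1) of hair follicle cells and of Lgr5 in 14.4% (9.52 to 20.5). In the cells named basal TZ, at a median of 9971 UMIs against 6731 UMIs for the hair follicle cells, 0 of 255 thinned cells had a UMI of either gene, which allows a share of up to 1.44%. The authors also removed normal cells from the basal cluster by their expression of Lgr5, Lhx2 and Tbx1, so this absence is no independent test. How many Basal cells were taken out in this way is not known. Without that removal, 0.155% of the thinned filtered cells outside the hair follicle cluster had a UMI of Lhx2. The share was also 0.155% for Lgr5. Before thinning, 2 of the 257 cells had a UMI of Lhx2 and 2 a UMI of Lgr5. Fibroblasts formed a cluster of 65 cells.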

Two other clusters identify fibroblasts (Supplementary Fig. 5d) and hair follicle (Supplementary Fig. 5e) with known genes^22^, such as *Lhx2* and *Lgr5* expressed in the bulge of the hair follicle but not in the anal TZ (Supplementary Fig. 5f, g). These three clusters were further removed from our analysis to only focus on the epithelial anorectal cells (Fig. 2a). 

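Of the 1548 filtered cells, 610 were absent from the authors' 939 cells, and 1 of the 939 did not pass the filters as they were applied here. The 3 clusters named anal gland, hair follicle and fibroblast in the repeated clustering held 26, 4 and 0 of the authors' cells. The mean log2 ratio of the list that gave a cluster its name was 4.24 for the anal gland, 4.44 for the hair follicle, 8.45 for fibroblasts, 6.03 for the rectum, 1.61 for the suprabasal and 1.03 for the basal stratified cells. A cluster of 249 cells, of which 245 are among the 939, reached 0.54 and was left unnamed. By size it is nearest to the authors' Basal cells (257). The cluster named for the basal stratified list held 439 cells, of which 414 are among the 939. By size that cluster is nearest to the authors' Anal Canal cells (432), so its name does not stand for the basal TZ cells.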

From this new analysis, four clusters were found. 

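The deposited names are Anal Canal (432 cells), Basal (257 cells), Suprabasal (187 cells) and Rectum (63 cells). When the variable features, the scaling and the clustering were repeated on the 939 cells, 5 clusters formed, with the Anal Canal cells parted over a cluster of 322 cells and another of 108 cells. When each new cluster was given the commonest deposited name among its cells, 906 cells (96.5%) kept their name. Median depths were 8438 UMIs in the Anal Canal cells, 9971 UMIs in the Basal cells, 11543 UMIs in the Suprabasal cells and 10885 UMIs in the Rectum cells.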

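Krt8 (ENSMUSG00000049382, chromosome 15, 101996698 to 102004482, minus strand) was at 2741 CPM in the 63 cells named Rectum (1930 UMIs) and at 63.4 CPM in the other 876 cells (594 UMIs). The log2 ratio was 5.43 (5.30 to 5.57). The alternative that moved it most was the clustering with the reported genes kept among the variable features, which gave 5.63, as did the clustering without cell-cycle regression. Epcam (ENSMUSG00000045394, chromosome 17, 87635979 to 87651129, plus strand) was at 1755 CPM in these cells and 411 CPM in the others, a log2 ratio of 2.09 (2.00 to 2.19). Muc13 (ENSMUSG00000022824, chromosome 16, 33794037 to 33819934, plus strand) and Muc3 (ENSMUSG00000037390, chromosome 5, 137134922 to 137149322, minus strand) differed more, with log2 ratios of 9.61 (8.76 to 10.62) and 10.49 (9.44 to 11.81). Muc2 followed with 7.25 (6.40 to 8.23). Muc4 rested on 8 UMIs in each group, and Muc1 on 1 UMI and 2 UMIs, with a log2 ratio whose interval held 0 (-3.15 to 7.00). After thinning, 96.7% of the Rectum cells had a UMI of Krt8, against 1.76% of the Anal Canal cells, 9.80% of the Basal cells and 18.0% of the Suprabasal cells.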

One cluster, enriched in *Epcam*, *Krt8* and numerous mucins mRNA, identified the rectum cell population (Fig. 2a, b). Differentiated anal canal cells are found in the cluster enriched in *Krt10* and *Gpc3* genes (Fig. 2c). 

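Krt10 (ENSMUSG00000019761, chromosome 11, 99385254 to 99389364, minus strand) was at 2228 CPM in the cells named Anal Canal, 48.4 CPM in the Basal cells, 162 CPM in the Suprabasal cells and 35.5 CPM in the Rectum cells. Its log2 ratio of anal canal over both TZ clusters together was 4.47 (4.34 to 4.60). After thinning, a UMI of Krt10 was found in 33.8% (29.1 to 38.6) of 397 Anal Canal cells, with 35 shallower cells left out. The share was 6.67% in the Rectum cells, which should lack Krt10, and 9.80% in the Basal cells. Before thinning the shares were 55.6%, 33.3% and 37.7%.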

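Krt17 (ENSMUSG00000035557, chromosome 11, 100256217 to 100261029, minus strand) was at 704 CPM (679 to 729) in the 432 Anal Canal cells of the normal sample and at 36.9 CPM (24.1 to 54.1) in the Rectum cells, a log2 ratio of 4.25 (3.70 to 4.87). After thinning, 38.8% (34.0 to 43.8) of the Anal Canal cells had at least 1 UMI of Krt17, against 10.0% (3.76 to 20.5) of the 60 Rectum cells deep enough to be thinned. Without thinning the shares were 59.5% and 38.1%. The Anal Canal cell with the most Krt17 held 270 UMIs of it and the Rectum cell with the most held 2 UMIs.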

Anal canal cells, depending on their proximal or distal localization, express low level of mRNA *Krt17* (Fig. 2d). Notably, the anal TZ population can be separated into two *Krt17*+ clusters representing the basal and suprabasal cell layer (Fig. 2d, e). 

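In the clusters named Basal and Suprabasal, Krt17 was at 2265 CPM (2209 to 2323) and 9389 CPM (9263 to 9515). Together they stood above the anal canal with a log2 ratio of 2.97 (2.92 to 3.03), and the mean of the per-cell values, the alternative that moved it most, gave 3.11. Clusters formed without Krt17 and the other reported genes, an analysis added after the data were seen, gave 2.99. After thinning, 78.4% of the Basal cells and 98.4% of the Suprabasal cells had a UMI of Krt17. Krt5 was at 2123 CPM and 929 CPM, Krt15 at 2878 CPM and 439 CPM, and Col17a1 at 176 CPM and 39.4 CPM in the Basal and the Suprabasal cells. Krt14 went slightly the other way, with a log2 ratio of suprabasal over basal of 0.35. In the Anal Canal cells Krt14 and Col17a1 were higher than in either, at 11880 CPM and 283 CPM, and Krt15 was at 2493 CPM. The highest level in the Suprabasal cells among the 7 genes of a fixed list for the upper hair follicle and ducts was that of Cst6, 87278 CPM. The paper takes these clusters to represent the basal and the suprabasal cell layer of the anal TZ, and also shows stainings of both layers.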

Glandular and stratified basal cells are marked by the epithelial polarized marker α6-integrin (Fig. 2e, f). 

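Itga6 (ENSMUSG00000027111, chromosome 2, 71745616 to 71858416, plus strand) encodes α6-integrin. It was at 138 CPM in the Rectum cells, 176 CPM in the Anal Canal cells, 123 CPM in the Basal cells and 49.9 CPM in the Suprabasal cells. Suprabasal over basal TZ cells, the log2 ratio was -1.31 (-1.63 to -0.99).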

Cells localized at the basal layer of the TZ show heterogeneity and can express differential level of Krt6 expression depending on their location. TZ cells closer to the anal canal express Krt6 only in the suprabasal layer (Fig. 2fi), whereas TZ cells closer to the rectum express Krt6 in the basal and suprabasal layers (Fig. 2fii). At this location, closer to the rectum, basal TZ cells also express the stem cell marker CD34^11^ (Fig. 2g). The adherens junction protein nectin-4^23^ marks the suprabasal TZ cells (Fig. 2e, f). 

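Nectin4 (ENSMUSG00000006411, chromosome 1, 171370099 to 171388598, plus strand) was at 131 CPM in the Suprabasal cells (298 UMIs) and 15.2 CPM in the Basal cells (41 UMIs). The log2 ratio was 3.11 (2.63 to 3.61), and the mean of the per-cell values moved it most, to 3.62. The Anal Canal cells stood between them with 43.8 CPM, and the Rectum cells had 5 UMIs. After thinning, 20.2% (14.7 to 26.8) of the Suprabasal cells and 1.96% (0.640 to 4.52) of the Basal cells had a UMI of Nectin4, against 9.07% of the Anal Canal cells and 1.67% of the Rectum cells. Before thinning the shares were 64.7%, 9.73%, 23.6% and 7.94%. Krt6a (ENSMUSG00000058354, chromosome 15, 101689910 to 101694307, minus strand) was at 1338 CPM in the Suprabasal cells and 182 CPM in the Basal cells, a log2 ratio of 2.88 (2.74 to 3.02). The level was higher still in the Anal Canal cells, at 1724 CPM, but fewer of them had a UMI after thinning, 45.6% (40.6 to 50.6) against 69.9% (62.7 to 76.5) of the Suprabasal cells. The mean of the authors' deposited whole numbers was 13.7 in the Suprabasal and 13.3 in the Anal Canal cells.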

The scRNA-seq data also shows that the glycoprotein Gpc3 seems to be exclusively expressed in the anal canal population compared to the TZ (Fig. 2c, h). 

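Gpc3 (ENSMUSG00000055653, chromosome X, 52272426 to 52613950, minus strand) was at 68.9 CPM (302 UMIs) in the Anal Canal cells, 20.0 CPM (54 UMIs) in the Basal cells and 3.07 CPM (7 UMIs) in the Suprabasal cells. The Rectum cells had 0 UMIs. The log2 ratio of anal canal over TZ was 2.49 (2.09 to 2.92) and stayed between 2.38 and 2.77 under the alternatives. After thinning, a UMI was found in 12.8% (9.72 to 16.5) of the Anal Canal cells, 5.49% (3.03 to 9.04) of the Basal cells and 1.09% (0.133 to 3.89) of the Suprabasal cells. It was found in 0 of the 60 Rectum cells, which allows a share of up to 5.96%. Before thinning, the shares were 36.1%, 14.0% and 3.21%.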

Overall, the scRNA-seq data revealed heterogeneity within the anal TZ population (Fig. 2i), and suggest that cells located at different positions in the basal layer have distinct molecular signatures.

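At resolution 0.4, the repeated clustering of the 939 cells placed 165 of the Basal cells in a first cluster and 68 in a second. Krt17 was alike in both, with a log2 ratio of the second over the first of -0.01 (-0.09 to 0.06). Krt6a was slightly higher in the second (0.47, 0.20 to 0.74) and Cd34 lower on 11 UMIs against 38 UMIs (-0.98, -2.10 to 0.02). Junb was at 2378 CPM in the second cluster and 393 CPM in the first, and Top2a at 158 CPM and 34.8 CPM. The median log2 ratio of 14 immediate-early genes between the clusters was 2.52, above all of 10000 random lists matched on expression. The clusters were formed from the same cells, so genes that vary together can define the split. The random lists do not account for this. No position in the tissue is recorded for the cells.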

**Fig. 2:**
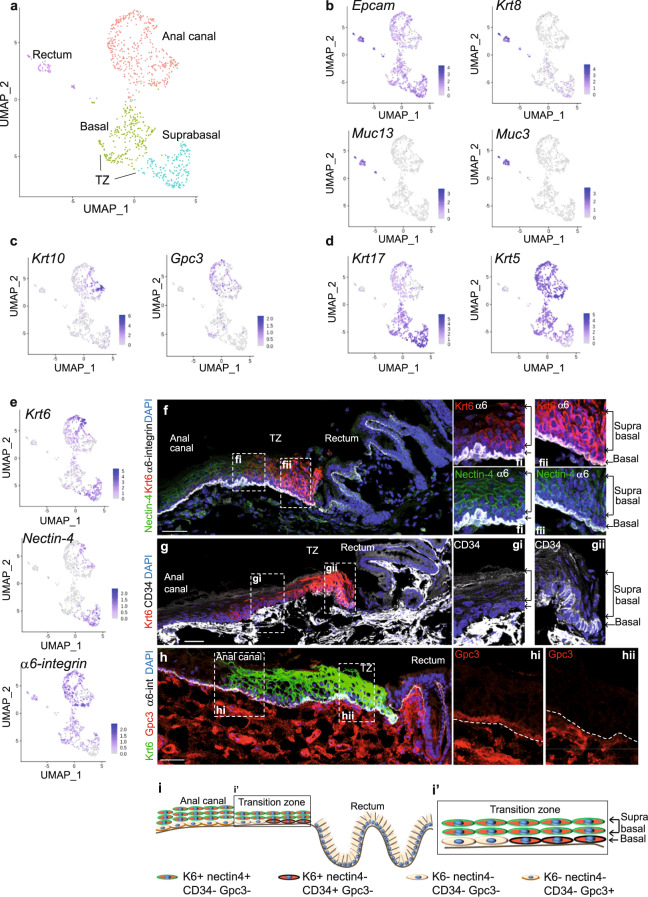
Single cell analysis reveals hierarchical organization of the anal TZ cells. **a** Main cell populations visualized on Uniform Manifold Approximation and Projection (UMAP) dimensional reduction from scRNA sequencing of anorectal epithelial cells. Nine hundred and thirty-nine cells are visualized and colored by clustering. **b**–**d** Expression of key genes expressed in rectum, differentiated anal cells and TZ populations respectively. Darker color in the UMAP plot indicates higher expression level of the selected gene. **e** Expression of *Krt6* and *nectin-4* genes defines the suprabasal TZ population. **f** Immunofluorescence with Krt6 (red), nectin-4 (green) antibodies confirms that TZ population can be separated into basal (expressing the polarized α6-integrin in white) and suprabasal clusters (*n* = 3 independent experiments from three mice). Scale bar is 50 μm. **fi**, **fii** are zoom 2,5-fold into the TZ closed to the anal canal and the rectum respectively. **g** Immunofluorescence with Krt6 (red), and CD34 (white) shows that TZ basal cells closed to the rectum express the stem cell marker CD34 (*n* = 3 independent experiments from three mice). Scale bar is 50 μm. Boxed areas **gi** and **gii** are shown at higher magnification (2.5-fold). **h** Immunofluorescence with Gpc3 (red), Krt6 (green) and α6-integrin (white) shows the specific expression of Gpc3 in basal cells of the anal canal (*n* = 3 independent experiments from three mice). Scale bar is 50 μm. Boxed areas **hi** and **hii** are shown at higher magnification (2.5-fold). **i** Representation of the TZ heterogeneity depending on cell positioning. **i’** Zoom into the TZ.

### Krt17+ TZ cells self-renew and differentiate in 3D organoid

To test the long-term proliferation potential and the self-renewal ability of the anal Krt17+ TZ cells compared to the anal epithelium, we have used three-dimensional organoid culture system. We have used microdissection technique, mouse genetic and flow cell sorting using the *K17CreER*^T2^*;R26R*^GFP^ mouse model induced with tamoxifen for 2 days to label specifically the TZ with GFP in combination with the cell surface marker Epcam expressed in a majority of epithelial cells (Fig. 3a and Supplementary Fig. 4). As a control we verified that tracing was initiated only in K17+ TZ cells; In vitro tamoxifen assay, where culture media was supplemented with tamoxifen for 1 week, confirmed that GFP was only induced in TZ organoids and not in anal canal organoids or with oil control supplementation (Supplementary Fig. 6a). Each sorted cell population, stratified (GFP-Epcam^Low^), TZ (GFP+Epcam^Low^), and glandular (GFP-Epcam^High^) can grow as organoid culture and resemble their tissue of origin by histology (Fig. 3b), where stratified squamous epithelium in the TZ and anal canal organoids can be seen in contrast to a single layer of columnar cells in the glandular rectal organoid, molecularly by qPCR (Fig. 3c), Western blot (Fig. 3d), and immunofluorescence (Fig. 3e–g). The level of protein expression seen in the tissue is maintained in each organoid population such as Epcam^low^/Krt14+ in anal canal and TZ (Fig. 3e), Gpc3 in anal canal (Fig. 3f), Epcam^High^/Krt8+ in rectum (Fig. 3e–g) and Krt17^high^ in TZ organoid only (Fig. 3d, g). However, after subcloning and serial passages (Fig. 3h and Supplementary Fig. 6b), only the TZ organoids and not the anal canal can be maintained unlimited time in culture (15 passages and plus which correspond to 131 days) demonstrating their ability to self-renew and validate their stem cell potential (Fig. 3h). As expected, rectum organoids can also be maintained unlimited time in culture (five passages and plus) as stem cells may reside in crypt similar than in the colon^24^. Because not all TZ organoid clones were successfully clonogenic, we tested if we could enrich for a basal TZ subpopulation of cells by FACS-sorting cells based on Nectin4 expression (Supplementary Fig. 6c), as we previously showed their expression specifically in suprabasal layers of TZ (Fig. 2e, f). Two populations were FACS-sorted; basal Nectin4− TZ cells and suprabasal Nectin4+ TZ cells (Supplementary Fig. 6c, d). Among these populations, only basal TZ population was able to be maintained for an unlimited time in culture compared to suprabasal TZ cells showing that only a small fraction of basal TZ displays stem cells properties (Supplementary Fig. 6d). The stem cell potential of the anal TZ is further confirmed by the expression of the differentiated markers Krt10 and loricrin expressed in the TZ-derived organoids (Fig. 3i), and the anal canal marker Gpc3 also found in some regions of the TZ organoid (Fig. 3i) showing the multilineage potential of the Krt17+ cells as previously demonstrated in vivo (Fig. 1f).

**Fig. 3:**
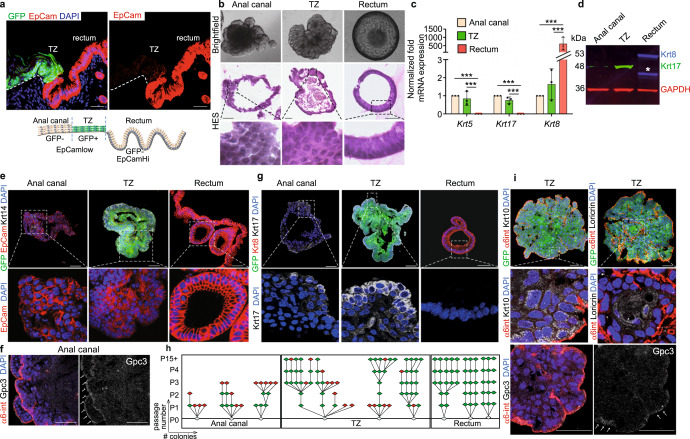
Keratin 17+ basal TZ cells are clonogenic in 3D organoid culture and have long-term self-renewal and differentiation potential. **a** TZ cells are separated based on GFP and Epcam expression (red) (*n* = 3 independent experiments from five mice). See complete FACS strategy in Supplementary Fig. 4. **b** Brightfield and HES images showed the unique characteristics of the anal canal (squamous), anal TZ (squamous) and rectum (columnar) organoids. Representative images of *n* = 21 independent organoid culture experiments derived from *n* = 21 independent FACS sorting isolation after 14, 12, and 11 days of culture without passage for the anal canal, TZ and rectum respectively. **c** Quantitative qPCR analysis of *Krt5, Krt17, and Krt8* genes on growing organoids at passage 1 show the glandular nature of the rectum organoid expressing higher *Krt8* mRNA expression level than the anal canal and TZ (*n* = 3) (Source data are provided as a source data file). ***p < 0.001 calculated using two-way Anova and Bonferroni test; error bars, mean ± SEM. **d** Western Blot analysis of Krt17 (green) and Krt8 (red) showing higher expression of Krt17 in TZ organoids and Krt8 expression only in rectum organoids (*n* = 3 independent experiments from three independent FACS sorting) (Source data are provided as a source data file). Asterisk (*) denotes degradation of Krt8. GAPDH was used as a loading control. **e**–**g** immunofluorescences with various antibodies on organoids at passage 1 derived from FACS-sorted anal canal, TZ, and rectum cells showing that the molecular characteristics of the tissue of origin are maintained in culture organoids derived from the three cell populations. Anal canal and TZ organoids express the stratified-specific marker Krt14 (white), lower level of Epcam (red) compared to the rectum (*n* = 4 independent experiments from four biologically independent samples) (**e**), Anal canal organoids express Gpc3 (*n* = 3 independent experiments from three independent organoids) (**f**), whereas TZ organoids express high level of Krt17 expression (white) but no Krt8 (red) (*n* = 3 independent experiments from three independent organoids) (**g**). Images have been taken at the same exposure time and with the same laser intensity for each antibody for comparison. **h** Clonogenicity assay shows that anal canal-derived organoids have limited clonogenic property, whereas TZ and rectum-derived organoids survived 15 or plus passages (*n* = 3). Each triangle represents a single organoid. Red and green triangles respectively mean no growth and growth. P0 = No passage, P1 = passage 1. P2 = passage 2 etc…. **i** Immunostainings of differentiation markers Krt10 and loricrin (white) (respectively *n* = 4 and *n* = 3 independent experiments from three independent organoids) in TZ-derived organoid. α6-integrin (red) denotes the basal layer. TZ organoids can give rise to anal canal epithelial cells that express specifically Gpc3 (white) (*n* = 3 independent experiments from three independent organoids). Arrows show positive staining for Gpc3. Scale bars are 50 µm in **a**, **b**, **e**, **f**, **h**, and **i**. Insets for anal canal and rectum organoids are zoom in 3-fold and TZ organoid is zoom in 2-fold in **b**, 3-fold in **e**, 4-fold in **g**, 6-fold in **i**.

### In silico approach reveals anal TZ differentiation path

Next, we have used computational models to predict the hypothetical trajectory or pseudotime^25^ that could stand from our single cell mRNA sequencing datasets. We have examined the differentiation trajectory that could exist between the anal TZ clusters, the anal canal cluster and the rectum cluster. 

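The cluster centres of the normal sample were joined by a minimum spanning tree in the first 10 principal components, with the covariance-scaled distance of slingshot, the paper's limit omega of 20 on edges and the Basal cluster as root. Slingshot itself was not run, and straight segments between centres replaced its curves. Within the limit, Basal lay at a distance of 4.39 from Suprabasal and 10.9 from Anal Canal. Rectum lay at 39.9 or more from the other clusters and was not joined. This gave 3 lineages, 2 starting from Basal and 1 made of Rectum alone. Without the limit the tree had 2 lineages, with Rectum behind Anal Canal, and with centres in the 2 UMAP dimensions also 2, with Suprabasal between Basal and Anal Canal.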

Differentiation trajectory reconstruction on the four remaining clusters using the slingshot R package^26,27^ suggests three trajectories (Fig. 4a). However, only two trajectories suggest a differentiation trajectory. This is illustrated by pseudotime values, which contain information about ranking and distance of every cell within a given trajectory (Fig. 4b). 

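In the lineage from Basal to Anal Canal, which held 689 cells of the normal sample, pseudotime was measured as the distance along the segments between the cluster centres. It ran from 0 to 45.9, with a median of 24.8 and 12.2 between the quartiles.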

As shown, Trajectory 1, which suggests a differentiation progression from the anal TZ basal cells to the anal canal (Fig. 4c), displays the longest distribution of pseudotime values, spanning more clusters and cells (Fig. 4b). Trajectory 2, which describes a hierarchical relationship between the anal TZ basal cells and the anal TZ suprabasal (Fig. 4c), shows also a wide range of pseudotime values, in contrast to trajectory 3 (rectum) in which all values are concentrated in a shorter range (Fig. 4b). This result indicates that trajectory 3 is essentially one cluster of relatively homogeneous cells, which doesn’t suggest a differentiation trajectory. 

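The lineage from Basal to Suprabasal held 444 cells, with a pseudotime range of 45.7, a median of 17.7 and an interquartile distance of 12.2. Rectum formed a lineage of 63 cells and 1 cluster, which leaves no segment between centres, so its pseudotime was taken along the first axis of its own cells. It had a range of 84.2 and an interquartile distance of 16.2. With centres in the UMAP dimensions the order was reversed, with a range of 4.76 for Rectum and 23.0 for the lineage from Basal through Suprabasal to Anal Canal. The root mean square distance of cells from the cluster centre was 28.1 for Rectum, against 9.09 for Suprabasal, 13.5 for Anal Canal and 14.4 for Basal.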

Altogether, the scRNA seq analysis supports our in vivo lineage tracing data and our in vitro organoid assay showing that, during normal homeostasis, anal TZ cells maintain the stratified squamous epithelium by giving rise to suprabasal TZ cells and anal canal population (Figs. 1 and 3h–i).

**Fig. 4:**
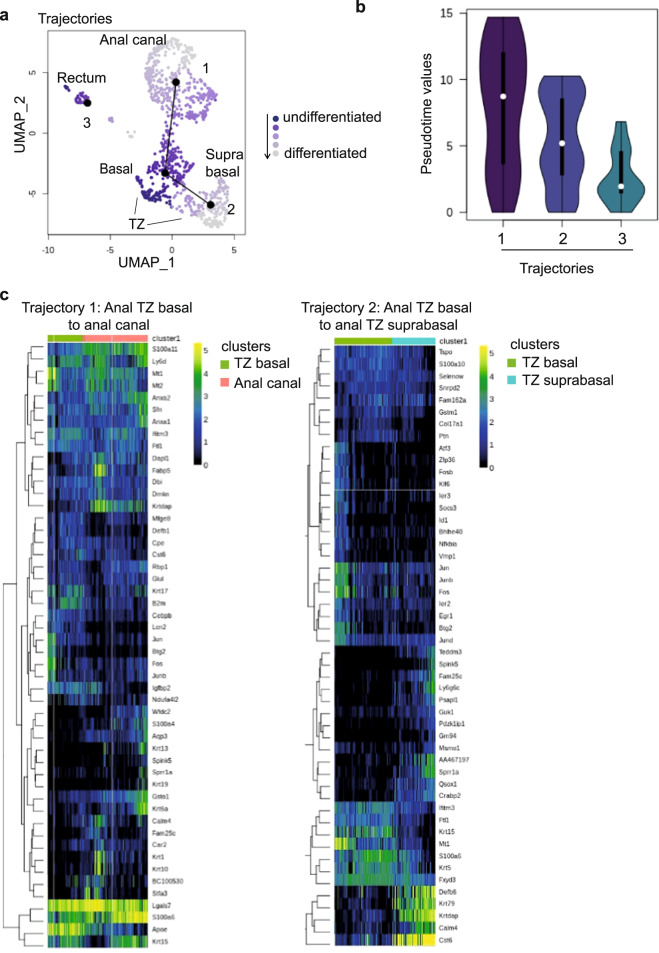
Pseudotime analysis reveals putative anal TZ differentiation trajectories. **a** Structure of the differentiation trajectory reconstruction using the slingshot R package suggests three trajectories but only two trajectories reflect a differentiation path. Trajectory 1 represents a hierarchical relationship between anal TZ basal cells and anal canal cells and anal TZ basal cells to anal TZ suprabasal cells in trajectory 2. **b** The violin plot shows pseudotime values for all trajectories. The distribution of pseudotime values reflects the heterogeneity of the lineage. If there are more cells, there is a trend to have a longer plot. The round shape of the violin plot from trajectory 3 indicates that this is essentially one cluster and most cells are homogeneous, which do not suggest a differentiation trajectory in contrast to trajectory 1 and 2. **c** Clustering analysis showing the top genes significantly associated with the differentiation paths of trajectories 1 and 2. Heatmaps represent normalized gene expression in logarithmic scale.

### Injured Krt17+ TZ cells display a phenotypic plasticity

Another essential feature attributed to stem cells in vivo is their ability to repair injured tissue^28,29^. To test if the anorectal TZ cells were capable of epithelial reconstitution in vivo and investigate their potential plasticity, we lineage-traced TZ Krt17+ GFP+ cells after removal of adjacent rectal glandular epithelium (Fig. 5a, b). Four weeks is generally sufficient for the glandular epithelium to be repaired^30^. We therefore analysed the contribution of the GFP+-derived anal TZ cells to the repairing glandular epithelium at the beginning, and at the end of the healing phase (1 and 4 weeks of post-wound respectively). Interestingly we found that at 1 week of post-wound, few GFP+ derived anal TZ cells, continuous to the TZ, are found in a transition state by co-expressing the Krt17 and the Krt8 proteins (Fig. 5c, d) in three mice over five analysed. In contrast, at 4 weeks of post-wound we detected GFP+ rectal crypt derived from anal Krt17+ TZ cells in eight mice over 13 analysed (Fig. 5c, d). No GFP+ crypts were found in oil injected mice 4 weeks of post-EDTA wound. At least 100 slides with 9 µm-thick sections were screened for each mouse (*n* = 4) (Fig. 5c). These newly formed crypts expressed Krt8 but not Krt17 (Fig. 5c) and contain differentiated cell types, such as enteroendocrine cells (positive for chromogranin A) and alcian-blue positive-goblet cells specifically found in glandular epithelium demonstrating their ability to give rise to cells from multilineages (Fig. 5e). Anal Krt17+ TZ cells are therefore multipotent in response to epithelial injury. The GFP+ rectal crypts derived from the Krt17+ TZ cells are not found continuous to the TZ such as seen, when colonic stem cells are lineage traced after injury^31^. We postulate that the wound activates two stem cell compartments (the rectal stem cell and the anal TZ) and rectal cells are dominantly responsible for the regeneration. Moreover, staining with EdU at shorter time point (48 h) after the wound (Supplementary Fig. 3b) shows that rectal cells are highly proliferative compared to TZ cells. This suggests that residual rectal epithelial cells, closer to TZ, rapidly expand and could contribute to the distance between anal Krt17+ TZ cell tracing and TZ over time. To further confirm TZ cells multipotency, we also challenged TZ cells by performing a second type of injury. *K17CreER*^T2^*;R26R*^GFP^ mice were injected twice with tamoxifen to mark TZ cells and anal TZ was mechanically wounded the next day (Supplementary Fig. 7a, b). Similar to EDTA wound, at 1 week post-mechanical wound, few GFP+ anal TZ cells, continuous to the TZ, co-expressing Krt17 and Krt8 were found (Supplementary Fig. 7c). Furthermore, GFP+ cells were also co-localizing with alcian-blue positive goblet cells confirming their multipotent property (Supplementary Fig. 7c). Together, these findings establish that a minority of anal Krt17+ TZ cells, when challenged by removing its direct neighbors, can contribute to rectal repair by their ability to change their fate that allow them to give rise to a different epithelium in response to injury.

**Fig. 5:**
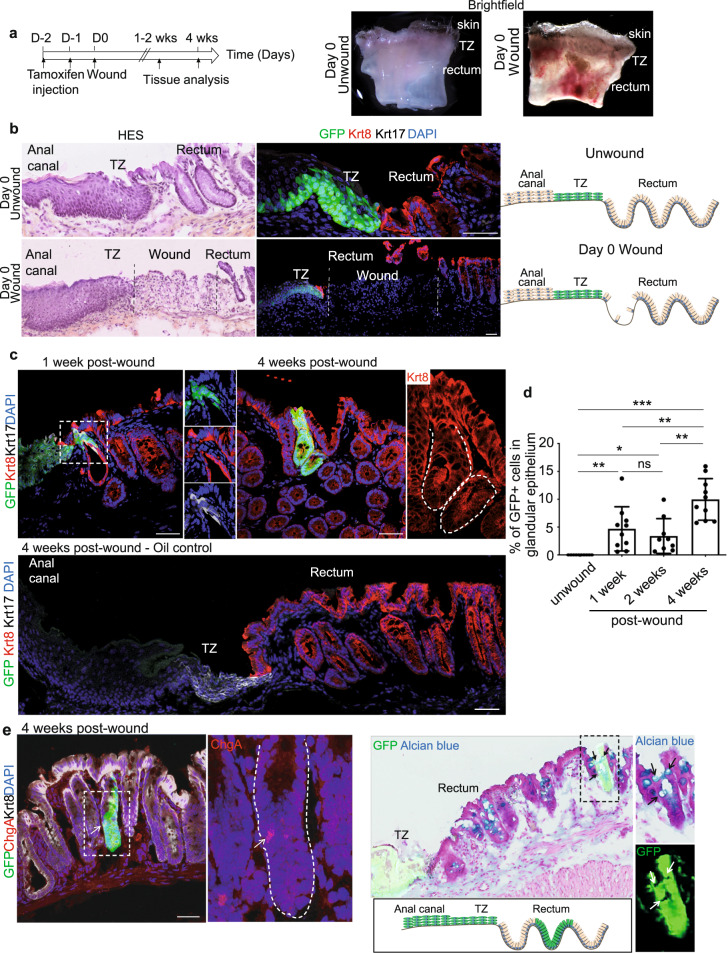
Multipotency of anal TZ after a wound injury. **a** Wound strategy in *K17CreER*^T2^*;R26R*^GFP^ bigenic mice induced with tamoxifen 2 days before injury. Brightfield images at day 0 shows the localization of the wound in the entire tissue. **b** Validation of the removal of the rectal crypt closed to the anal TZ by HES and immunostaining positive for Krt8 (red) (*n* = 3 independent experiments from three mice). **c** At 1 week of post EDTA wound, few TZ-derived GFP+ cells were found in 3/5 mice in the rectum area in a transition state co-expressing the epithelial glandular marker Krt8 (red) and the epithelial TZ marker Krt17 (white). Insets are zoom in 4-fold (left panel) and 2.5-fold (right panel). At 4 weeks post EDTA wound, GFP+ crypt derived from basal Krt17+ anal TZ cells were found in 8/13 mice showing their multipotency. Krt17+ anal TZ cells give rise to Krt8+ glandular cells (inset 2.5-fold zoom). Representative images of *n* = 4 biologically independent samples of oil control injected mice analyzed 4 weeks of post-EDTA wound and stained with Krt17 in white and Krt8 in red. At least 100 slides with 9 µm-thick sections were screened for each mouse and no GFP+ crypts were found. **d** Quantification of the percentage of GFP positive cells, representing the anal TZ Krt17+ derived cells, found in the glandular epithelium at 1week, 2 weeks and 4 weeks post-wound (*n* = 3 mice quantified for each time point). (Source data are provided as a source data file). Two-tailed paired *t*-test; error bars, mean ± SEM *p = 0.0115, **p ≤ 0.0100, ***p < 0.0001. **e** Krt17+ anal TZ cells give rise to differentiated enteroendocrine cells (Chromogranine A+, inset 3-fold zoom) and goblet cells (alcian blue+, inset 2.5-fold zoom) (*n* = 3 independent experiments from three mice). Scale bars are 50 μm.

To investigate dynamics of Krt17+ cells in regeneration, we performed single cell analysis upon injury (Fig. 6a and Supplementary Fig. 8). 

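The wounded sample was likewise a pool of at least 5 mice, taken 1 week after the wound and sequenced as 1 library, so that a difference between the samples is also a difference between single libraries. The authors deposited UMI counts without normalization with 88260050 UMIs over all cell barcodes. The header of these counts names Cell Ranger 4.0.0. The median share of mitochondrial UMIs was 50.9% over all barcodes, and 11900 barcodes were at or above 25%. The filters were passed by 5225 barcodes, of which 4147 are in the authors' second table with a cluster name and 1078 are not. The 4147 cells had a median depth of 10077 UMIs. Their deposited names are Suprabasal (1032 cells), Regeneration (991 cells), Wound_Stress (838 cells), Basal (573 cells), Rectum (397 cells) and Hybrid (316 cells), which are used here as deposited.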

*K17CreER*^T2^*;R26R*^GFP^ mice were injected twice with tamoxifen and subjected to EDTA wound the next day (Fig. 5a, b). At 1 week of post-EDTA wound, cells were sorted following the established FACS strategy based on Epcam expression, which was maintained (Supplementary Fig. 8a, b). 

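Clustering of the 5225 filtered cells of the wounded sample gave 13 clusters. The number moved most with cells under 10% mitochondrial UMIs, to 8 clusters. By the fixed marker lists, 1 cluster was named anal gland (632 cells, of which 207 are among the 4147 cells), 2 were named fibroblast (186 and 103 cells, none among the 4147) and 2 hair follicle (764 and 111 cells, of which 634 and 6 are among the 4147). The mean log2 ratio of the hair follicle list was 1.16 in the cluster of 764 cells, close to the minimum of 1 for a name, and 2.47 in that of 111 cells. The commonest deposited name in the former was Suprabasal, and at resolution 0.4 a cluster of 673 cells had 0.97 as the largest mean of any list and was left unnamed, while a cluster of 331 cells, of which 263 are among the 4147, was named hair follicle with 1.34.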

After single-cell RNA sequencing, we obtained ten clusters (Supplementary Fig. 8c) including hair follicles, fibroblasts, and anal glands clusters, which were further removed as previously done (Supplementary Fig. 5) to focus on anorectal cells. After removal of these three clusters (Supplementary Fig. 8c, d), seven clusters were identified (Fig. 6a). 

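The deposited table gives 6 names to the 4147 cells. Repeating the clustering on these cells gave 9 clusters, with 91.0% of the cells in a cluster led by their own name, and 8 clusters with the reported genes kept among the variable features. Of the 9, 2 were led by Rectum (289 and 109 cells), 2 by Suprabasal and 2 by Basal.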

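Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718, plus strand) was at 154 CPM (145 to 163) in the Wound_Stress cells and 134 CPM (128 to 140) in the Regeneration cells of the wounded sample. The next level was 20.9 CPM in the Hybrid cells. The log2 ratio of these 2 clusters over the others, whose size follows in part from choosing the clusters by this gene, was 3.69 (3.50 to 3.88). Without cell-cycle regression it moved most, to 2.30. After thinning, 26.0% (23.1 to 29.2) of the Wound_Stress cells and 19.1% (16.7 to 21.7) of the Regeneration cells had a UMI of Il33, against 2.82% of the Rectum cells and 2.45% of the Suprabasal cells. Before thinning the shares were 52.4%, 53.9%, 9.82% and 7.56%, at median depths of 8532, 12616, 9991 and 10594 UMIs. Of 12 genes in a fixed list for wounding or inflammation, Il33 included, 5 were higher in the 2 clusters than in the other cells, 4 of them with an interval above 0. Il33 itself is one of the 4, and Ccl20 was not resolved (0.82, -0.05 to 1.73). Higher were also Cxcl1 (log2 ratio 4.40) and Lcn2 (1.81). Of the list, 7 genes were lower, among them Krt16 (-3.28) and S100a9 (-5.13). The 10 genes of the anal gland list were each higher there, with a median log2 ratio of 2.40. In the normal sample, Il33 was at 131 CPM in the anal gland cluster and 5.78 CPM in the other filtered cells.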

Two clusters with stratified epithelial cells enriched with wound/regeneration genes, such as *IL-33* were found (Supplementary Fig. 8e). One cluster enriched for differentiation markers such as *Krt10* was identified as anal canal/TZ suprabasal cluster (Supplementary Fig. 8e). 

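Krt10 was highest in the cells deposited under the name Basal, with 1987 CPM (1951 to 2024), against 366 CPM in the Hybrid cells and 88.7 CPM in the Suprabasal cells. The log2 ratio of Basal over Suprabasal was 4.49 (4.39 to 4.58). It was 4.65 for Krt1 and 3.50 for Gpc3. After thinning, 33.9% (30.0 to 37.9) of the Basal cells and 27.7% (21.4 to 34.8) of the Hybrid cells had a UMI of Krt10, against 7.75% of the Suprabasal cells and 3.39% of the Rectum cells.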

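A single deposited name, Rectum, covers 397 cells of the wounded sample. Krt8 was at 2386 CPM in these cells and 83.8 CPM in the other cells, a log2 ratio of 4.83 (4.77 to 4.89). For Muc13 the levels were 653 CPM and 14.5 CPM, a log2 ratio of 5.49 (5.36 to 5.62). After thinning, 92.7% of the Rectum cells had a UMI of Krt8 and 66.1% a UMI of Muc13, with 43 cells left out.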

Two clusters enriched for rectum specific genes were found such as *Muc13* and *Krt8* (Fig. 6). Transition zone cells were identified in one cluster enriched in previously shown markers, such as *Nectin 4* and *Krt6a* (Supplementary Fig. 8e and Fig. 2g). 

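Nectin4 was highest in the 1032 cells deposited as Suprabasal, at 82.0 CPM (76.9 to 87.4), followed by the Hybrid cells with 51.2 CPM and the Basal cells with 45.6 CPM. For Krt6a the Suprabasal cells had 1034 CPM, the Basal cells 724 CPM and the Hybrid cells 145 CPM. Krt17 was at 7100 CPM in the Suprabasal cells, with a log2 ratio of Basal over Suprabasal of -4.22 (-4.28 to -4.16). After thinning, 12.1% (10.1 to 14.2) of the Suprabasal cells, 11.4% (7.21 to 16.9) of the Hybrid cells, 8.33% of the Basal cells and 1.13% of the Rectum cells had a UMI of Nectin4.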

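Hybrid is the deposited name of 316 cells of the wounded sample (7.62%). Their median depth was 2390 UMIs and 951 detected genes, lower than in the other 5 clusters, whose medians lay between 8532 and 12616 UMIs. The 5 genes with the largest ratio over the other cells were Sst, Resp18, Gcg, Insl5 and Pcsk1n, found in 3 to 37 of the cells. When clustering of the 4147 cells was repeated, 156 of the 316 fell in 1 cluster of 162 cells, and the others in 6 clusters.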

More interestingly, an additional cluster, absent in unwound analysis (Fig. 2), was identified as “TZ hybrid state” cells. This cluster is enriched for TZ marker *Krt17* and glandular markers *Muc13* and *Krt8*.

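In the Hybrid cells Krt17 was at 1148 CPM (1094 to 1204), Krt8 at 430 CPM (397 to 465) and Muc13 at 74.8 CPM (61.6 to 90.1). The log2 ratio of Hybrid over the other 3831 cells was -1.04 (-1.11 to -0.97) for Krt17, 0.53 (0.42 to 0.65) for Krt8 and 0.00 (-0.29 to 0.27) for Muc13. Most Krt17 UMIs of the other cells were in the Suprabasal cells (82180 of 98792), and Hybrid had the second highest Krt17 level of the 6 clusters, with a log2 ratio over the Rectum cells of 3.10 (2.96 to 3.24). Over the Suprabasal cells it was 1.71 (1.58 to 1.85) for Krt8 and 2.30 (1.94 to 2.65) for Muc13. Krt8 was uneven within Hybrid, with 1294 CPM in the 42 cells that had at least 2 UMIs of 6 enteroendocrine genes. The ratio therefore does not describe all Hybrid cells alike. After thinning, Krt8 was found in 31.5% (24.9 to 38.8) of 184 Hybrid cells, with 132 shallower cells left out. The share was 16.4% in the Suprabasal cells and 4.26% in the Basal cells. At least 2 UMIs of Krt17 together with at least 2 of Krt8 or of Muc13 were found in 4.35% (1.90 to 8.39) of the thinned Hybrid cells, where the product of the separate shares is 5.14%. In the Suprabasal cells the share was 3.04% (2.07 to 4.29), in the Rectum cells 2.26% (0.981 to 4.40), and in the Suprabasal cells of the normal sample 3.83% (1.55 to 7.72). Over all cells deep enough it was 1.30% (0.969 to 1.70) in the wounded sample and 1.34% (0.695 to 2.33) in the normal sample, with 221 and 44 cells left out. Without thinning, the alternative that moved it most, the shares were 11.3% and 8.95%. By cluster of the wounded sample it was then 27.3% in Suprabasal, 11.1% in Regeneration and 9.81% in Hybrid, whose cells are shallower. Of the 31 Hybrid cells with both before thinning, 16 also held at least 2 UMIs of 6 enteroendocrine genes. From the levels of Krt17, Muc13 and Krt8, the paper identifies this cluster as a TZ hybrid state.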

**Fig. 6:**
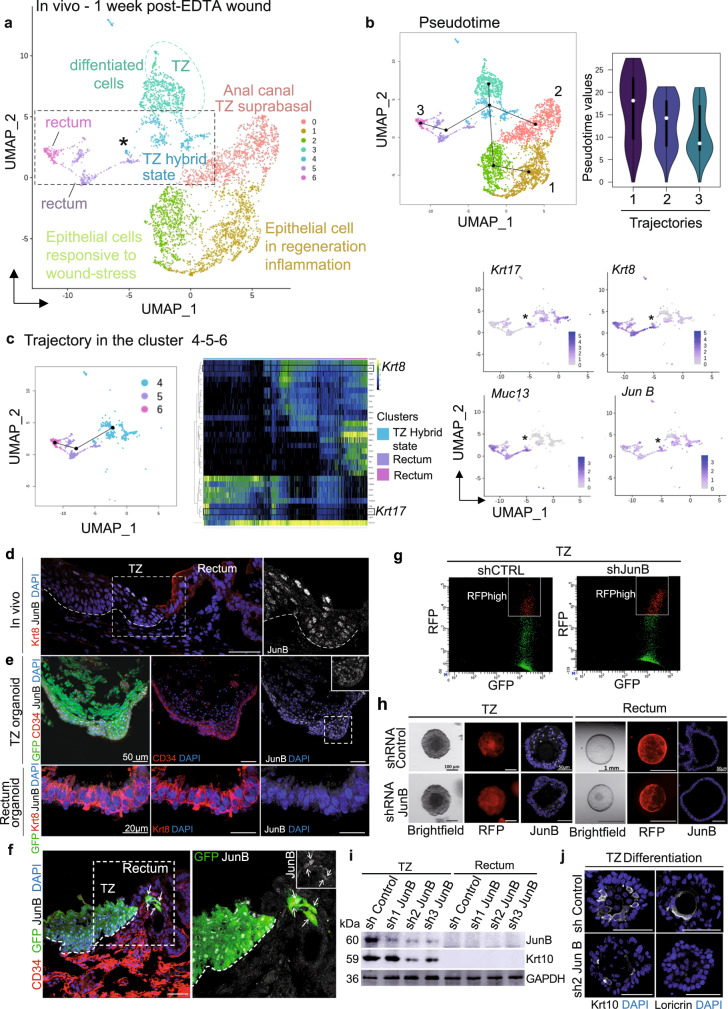
Post-wound single cell RNA sequencing reveals a TZ population enriched in the transcription factor JunB. **a** Main cell populations visualized on UMAP from scRNA-seq of anal epithelial cells 1 week of post-EDTA wound **b** Structure of the differentiation trajectory reconstruction using the slingshot R package suggests three trajectories. Pseudotime values show an elongated distribution on each trajectory suggesting that there are more intermediate phenotypes and therefore a differentiation process. **c** Hierarchical relationship between clusters 4, 5, and 6 and expression of key genes expressed in TZ hybrid state cells. **d** In tissue, JunB (white) is specifically expressed by transition zone cells and is absent in Krt8 (red) glandular epithelium (*n* = 3 independent experiments from three mice). **e** Similar to in vivo, CD34 (red) and JunB (white) expressions are specific to TZ-derived organoids but not organoids from the rectum (*n* = 3 independent experiments from three TZ and rectum organoids). **f** One week of post-EDTA wound, few GFP+ (green) cells participating in the regenerative crypt are JunB+ (white) (*n* = 3 independent experiments from three mice). Insets are zoom in 1.7-fold. **g** TZ organoids infected with control shRNA-RFP and shJunB-RFP were FACS-sorted based on double expression of GFP and RFP (*n* = 3 independent FACS from three independent samples). **h** Brightfield and RFP images of TZ and rectum organoids infected with control shRNA or shJunB (red). JunB staining (white) revealed downregulation in TZ organoids infected with shJunB compared to control shRNA. Rectum organoids were used as negative control (*n* = 4 independent experiments from four independent samples). **i**, **j** *JunB* knockdown impairs TZ cells differentiation properties. **i** Western Blot analysis showing JunB downregulation in TZ organoids infected with sh2 and sh3 JunB compared to control shRNA and sh1JunB infections (*n* = 6 independent experiments from six biologically independent samples). Differentiation marker Krt10 expression is decreased following JunB downregulation in organoids infected with sh2 and sh3 JunB (*n* = 2 independent experiments from two biologically independent samples). GAPDH was used as a loading control. (Source data are provided as a source data file). **j** Immunofluorescence confirms the downregulation of Krt10 in sh2 and sh3 JunB organoids (*n* = 5 independent experiments from 5 independent samples). The defect in differentiation is also detected using antibody against Loricrin (*n* = 5 independent experiments from five independent samples). Scale bars are 50 µm (**d**, **e**) (TZ organoid) (**f**, **j**), and 20 µm (**e**) (TZ rectum).

Then, pseudotime analysis was performed on the post-wound single cell RNAseq dataset (Fig. 6b). 

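In the wounded sample, the tree of the 6 deposited clusters had 3 lineages from the cluster named Basal, all through Hybrid. The first, of 2912 cells, went on to Suprabasal and Regeneration. The second, of 1286 cells, led to Rectum and the third, of 1727 cells, to Wound_Stress. The root was set by its name, and this cluster had the highest Krt10. Its profile, compared after the data were seen, was closest to a normal cluster of 391 cells (correlation 0.681). By size, that cluster is nearest to the normal Anal Canal cells. The root may therefore hold anal canal cells in place of basal TZ cells, and no other root was tried. Centres in the 2 UMAP dimensions gave 4 lineages, each from Basal through Hybrid to 1 other cluster. With the 9 rebuilt clusters, an analysis added after the data were seen, there were also 4, of which 1 was a cluster of 19 cells on its own.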

We found three major trajectories representing a hierarchical relationship between TZ cells to anal canal/suprabasal cells and wounded epithelial cells. The third trajectory stands for TZ cells transitioning to the “TZ hybrid state” to finally go towards the rectum which support our previous data, where TZ cells displayed multipotency when subjected to injury (Fig. 5). In contrast to the normal condition (Fig. 4), the rectal trajectory in the wounded tissue (pseudotime 3 Fig. 6b) displays a differentiation path. 

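Hybrid lay at a distance of 13.1 from Rectum, inside the limit of 20. The distances from Rectum to the other clusters were 22.7 for Suprabasal, 24.5 for Wound_Stress, 27.9 for Basal and 34.2 for Regeneration. With Hybrid left out, a choice made after the distances were seen, Rectum was not joined and the tree had 2 lineages. Rectum was also not joined with cells under 10% mitochondrial UMIs.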

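Pseudotime on the lineage from Basal through Hybrid to Rectum in the wounded sample ran from 0 to 85.1, with a median of 29.5 and an interquartile distance of 29.0. Straight segments between centres stood in for the curves of slingshot. When Hybrid was left out, Rectum alone had a range of 68.1 and an interquartile distance of 22.3. A lineage made of 1 cluster and a lineage of 3 clusters are not measured on the same path, so their ranges differ in what they span.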

Although pseudotime values are somehow concentrated at the bottom, reflecting the homogeneous rectal cell cluster, their distribution is clearly more elongated than the rectal normal trajectory. This has been confirmed by performing an unsupervised pseudotime analysis on a subset of clusters including the TZ hybrid and rectal cells (Fig. 6c). 

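Across the 538 Hybrid and Rectum cells of the wounded sample with at least 2000 UMIs, Krt17 and Krt8 had a Spearman correlation of -0.359 after thinning, with 175 shallower cells left out. Within the Hybrid cells alone it was -0.0205 over 184 cells, and within the Rectum cells -0.156 over 354 cells. Across the 3926 thinned cells of all clusters it was -0.0759, and it reversed to 0.0778 without thinning. The cells are from 1 library and are not independent.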

One trajectory was found suggesting a hierarchical relationship between TZ Krt17+ cells and Krt8+/Muc13+ cells.

### JunB is involved in the proper differentiation of anal TZ

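Among the Jun family genes of the normal sample, the log2 ratio of TZ over anal canal was 2.62 (2.50 to 2.73) for Jun and 1.05 (0.95 to 1.15) for Jund. In the Suprabasal cells alone these ratios were 1.23 and 0.27. Over the Rectum cells, Jun in the TZ was higher by 2.01, and Jund was at a ratio of -0.02 whose interval held 0 (-0.17 to 0.13).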

We then analyzed pathways enriched in Krt17+ cell clusters and focused on the Jun family as interestingly this pathway has been involved in other epithelial stem cells, such as hair follicle bulge stem cells and is associated with wound response^32^. First, we have confirmed by immunostaining that the AP-1 transcription factor JunB was enriched at the anal TZ (Fig. 6d, e), but not the anal canal or the rectum confirming the scRNAseq analysis. Moreover, in a wounded situation we showed that JunB is also expressed in cells participating in both chemical and mechanical wound repair (Fig. 6f and Ext. Data Fig. 7c). 

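Junb (ENSMUSG00000052837, chromosome 8, 84974484 to 84978718, minus strand) was at 701 CPM (678 to 725) in the TZ cells of the normal sample, 259 CPM (244 to 275) in the Anal Canal cells and 200 CPM (169 to 236) in the Rectum cells. The TZ was highest only among the authors' 939 cells, since the filtered cells that they removed were at 1142 CPM (1115 to 1169). The log2 ratio of TZ over anal canal was 1.44 (1.34 to 1.53), and without cell-cycle regression, the alternative that moved it most, it was 0.94. Over the rectum it was 1.81 (1.56 to 2.06). The difference lay in the Basal cells, with 1080 CPM and a log2 ratio over anal canal of 2.06 (1.96 to 2.16). The Suprabasal cells had 252 CPM, a log2 ratio of -0.04 (-0.19 to 0.11). The 14 genes of a fixed immediate-early list were higher in the TZ in the same comparison, with ratios from 0.36 for Hspa1b to 3.47 for Btg2. In the Basal cells, Junb and the sum of these genes had a Spearman correlation of 0.759 over 255 cells. It was 0.341 in the Anal Canal cells, 0.201 in the Suprabasal cells and 0.508 over all 895 thinned cells. In the wounded sample, Junb was at 564 CPM in 1856 cells with a UMI of Krt17 after thinning and 335 CPM in 2070 cells without, a log2 ratio of 0.75 (0.71 to 0.79). It was 1.13 when Krt17 was read without thinning. The cluster with the highest Junb was Regeneration, at 1091 CPM, against 254 CPM in the Suprabasal cells and 106 CPM in the Basal cells. The immediate-early genes were each higher in Regeneration than in the other wounded cells as well, with a median log2 ratio of 2.86.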

We further showed using shRNA in the organoid culture, that JunB is essential for TZ cells ability to differentiate properly. Two shRNA JunB (sh2 and sh3), which have the most efficient JunB downregulation, showed alteration in differentiation markers Krt10 and loricrin by immunofluorescence and western blot analysis on FACS sorted RFP+ organoids (Fig. 6i, j). These data suggest that JunB may participate into the wound repair by promoting differentiation of the anal TZ cells, which may undergo further plasticity program to give rise to a fully functional glandular cell type.

## Discussion

These results of in vivo lineage tracing, 3D organoid culture and in vivo regeneration assays using mouse TZ samples, identified a reservoir of multipotent stem cells for surrounding epithelia that participate to the maintenance of both tissue type. This study has global relevance to stem cell function in many other regenerative tissues. We showed that anorectal TZ cells, which are locally restricted between the stratified squamous epithelium of the anal canal and the simple glandular epithelium of the rectum, contributes to tissue renewal of the anal canal only upon normal homeostasis. Upon injury a minority of anal Krt17+ TZ cells can contribute to rectal repair and give rise to a fully differentiated rectal crypt. This cell fate change during their response to wounding is a common property of many epithelial stem cells in their tissue of origin^33^. In contrast to other stem cell niches, transition zones are naturally subjected to mechanical stress and microbiota exposition^1^. Thus wounding and healing mechanisms are often activated in the TZ. Here, anal TZ, which have initially squamous-like properties, are able to repair and become a fully differentiated glandular cell-type. This plasticity induced by injury of the surrounding epithelium, may also exist in the progeny of the anal TZ as reported in hair follicle bulge stem cells^34^ and in the eye limbus TZ following ablation of the stem cell compartment^35^. One of the existing theories is that different epithelial tissues have their own unique tissue specific stem cells to maintain homeostasis of the tissue from which they are derived^36^. Instead, here we propose that TZ cells could represent a backup reservoir of stem cells for surrounding epithelium and their phenotypic plasticity seen during wound healing could represent an hallmark of tumor initiation^37^. In human and mouse, TZ are cancer-prone stem cell niches. Therefore, understanding how these TZ cells participate in driving cancer will be highly relevant for cancer prevention and regression.

## Methods

### Mice

Mice are housed in a sterile barrier facility as previously described^38^. The housing conditions of all the mice followed strickly the ethical regulation. Mice are housed in individually ventilated cages (IVC, sealsafe plus TECHNIPLAST) according to SPF FELASA standards and food and water were given at libitum. For social enrichment, six mice per cages are generally housed with sterile nesting materials such as cotton or compressed wood chips for nidification. The room temperature ranged from 20 and 25 °C. The relative ambient humidity was 55% +/−15. Semi-natural light cycle of 12:12 was used. All experiments were approved by the European and national regulation (ethical committee C2EA14, protocols # 4572, #8287, and #2244) and carried out using standard procedures. Transgenic mouse lines have been previously described: *K17CreER*^*T2*^^39^, *Rosa26-lsl-ZsGreen1* (Jackson laboratories, stock no.007906). We have backcrossed our double transgenic mouse lines into the C57/BL6J background for six generations. Females and males have been used in all experiments.

### Lineage tracing analysis

*K17CreER*^T2^ mice were crossed with *Rosa26-lsl-ZsGreen1* reporter mice, which express the Green Fluorescent protein following Cre excision of a *loxP*-flanked cassette, to generate *K17CreER*^T2^*;R26R*^GFP^ bigenic mice (Fig. 1b). To induce GFP expression, *K17CreER*^T2^*;R26R*^GFP^ mice received daily intraperitoneal injections of 2 mg of tamoxifen (Sigma) or sunflower oil alone (vehicle) for 2 days. Anorectal specimens (*n* = 3 mice per time point) were harvested at the following time after tamoxifen administration: 10 h, 48 h, 3 weeks, and 1 year (Fig. 1c, d). Percentage of GFP+ cells was quantified by analyzing at least ten different areas of anorectal TZ from 19 mice. Total number of cells was counted using DAPI staining in stratified and glandular epithelia. The number of GFP+ cells was counted using Zen software and photoshop CC2019 and the percentage of GFP cells was calculated according to total number of cells (reported as 100%).

### Immunostaining and histology

The anorectal tissue was fixed in 4% paraformaldehyde overnight at 4 °C. The sample was then washed three times in PBS 1× and put in sucrose 30% overnight at 4 °C. Lastly, the tissue was put in two volumes of sucrose 30% and one volume of OCT (Tissue-Tek, Sakura, Torrance, CA) for few hours and embedded in OCT compound. For some antibodies, such as Krt6 and nectin-4, the anorectal tissue was fixed in methanol for 30 min at −20 °C instead of the paraformaldehyde and process in 30% sucrose, as previously described. Ten micrometer frozen sections were used to performed immunofluorescence. Briefly, sections were permeabilized in 0.1% Triton X-100 (Euromedex 2000-B) in PBS 1× for 10 min at room temperature and blocked in 2.5% normal goat serum, 2.5% normal donkey serum, 2% gelatin (Sigma G7765), 1% bovine serum albumin, 0.1% Triton X-100 in PBS 1× for at least 30 min at room temperature. Whenever mouse antibodies were required, the MOM kit (vector Lab) was used. Primary antibodies were incubated in the blocking solution overnight at 4 °C. After three washes for 10 min in 0.1% Triton X-100 PBS 1×, secondary antibodies diluted in the blocking solution containing DAPI (1 µg/ml ThermoScientific 62248) was added for 45 min at room temperature. After three washes for 10 min in 0.1% Triton X-100 PBS 1×, slides were mounted in prolong Gold antifade (Invitrogen, P36934). The list of primary and secondary antibodies is in the Supplementary Table 1. Fluorescent images were acquired using a Confocal microscope ZEISS LSM 880. All images were analyzed using ZEN software and Photoshop. Histologies were performed by the IPC/CRCM Experimental Pathology platform (ICEP), and analyzed by two independent pathologists at the Paoli Calmettes Institute.

#### EdU staining

Mice were injected intraperitoneally with 0.25 mg EdU (Abcam, ab146186) for 4 h and tissue was processed as described in the previous sections. The Click-iT EdU AlexaFluor 647 Imaging kit, (Invitrogen C10640) was used to detect proliferative cells according to the manufacturer instructions.

#### Oil Red O staining

Slides were dip in 60% isopropanol one time quickly then stained in working Oil Red O solution (30 ml of stock solution mixed with 20 ml of distilled water) for 15 min at RT. Slides were dip in 60% isopropanol one time quickly followed by one quick dip in distilled water. Slides were counterstained with EnVision™ Hematoxylin (SM806 Dako K8008) for 5 min and washed ten times in distilled water. Slides were mounted with Aqueous mounting gel (Aquatex Merck Milipore 1.08532.0050).

#### Alcian blue staining

OCT sections (9 μm) were stained with Alcian Blue (Biognost AB2-OT-100) according to the manufacturer’s instructions and counterstained with nuclear fast red (Merck).

### RNAscope fluorescent assays

To detect *Lgr5* and *Krt17* at the mRNA level, OCT sections (9 μm) were prepared on superfrost plus slides and RNAscope highly sensitive probes against *Lgr5* (Cat # 311021-C2; ACD Inc.), and *Krt17* (Cat #479911; ACD Inc.) were used in the RNAscope fluorescent assay according to the manufacturer’s protocol (Catalog Number 320293). Briefly, fixed frozen sections were baked at 60 °C and then post-fixed using 4% paraformaldehyde. Gradient dehydration using 50%, 70 and 100% ethanol was performed and slides were then processed for antigen retrieval followed by pretreatment with protease III, and then incubated with targeting probes for 2 h at 40 °C in a humidity-controlled chamber. Finally, AMP signal amplification followed by RNAscope Amp4-AltB(550) was carried out for fluorescent visualization. A housekeeping gene *POLR2A* was used as a positive control to ensure the RNA quality of the tissue, in addition, a negative control probe targeting bacterial *DapB* was used to assess nonspecific background labeling.

### Human samples

Anorectal tissue samples from adult patients were approved by the Paoli-Calmettes Institute Strategic Orientation Committee (authorization TZ-cancers-IPC 2015-021). Informed written consent was given by the patients. Samples came from discarded tissues after surgery.

### Isolation and purification of anorectal epithelial cells by flow cytometry

The anorectal regions of at least five *K17CreER*^T2^*;R26R*^GFP^ mice induced with tamoxifen for 2 days were microdissected under a dissecting scope (Leica MZ6), and pooled in epithelial cell culture medium^40^ containing 10% fetal bovine serum (FBS) for further dissociation. Tissues were cut in small pieces using scissor and scalpel in 4 ml HBSS 1× + 50 μl collagenase 20% from *Clostridium histolyticum* (Sigma C2674) and were incubated with high agitation 45 min at 37 °C. Then, 4.2 μl of DNAse I (10 mg/ml Sigma DN25) were added followed by 10 min incubation at 37 °C under agitation. Samples were then resuspended with 12 ml cold PBS 1× and placed in a 50 ml conical tube filled until 50 ml with PBS 1× and centrifuged for 10 min at 4 °C at 200×*g*. Pellets were resuspended with 20 ml cold PBS 1× and filtered through 70 μm filter. To avoid cell death, 200 μl of FBS was added. To dissociate left over tissues on the filter, 1 ml of TrypLE express enzyme (Gibco^TM^, 12605010) was added followed by 5 min incubation at 37 °C. Trypsin activity was then stopped by adding 3 ml of epithelial cell culture medium +10% FBS and the mix was filtered through 40 μm filter and centrifuged 10 min at 4 °C at 300 × *g*. Pellets were resuspended in PBS 1 × 2%FBS. Primary antibody was added to samples 30–45 min on ice and covered with foil. Samples were then washed with PBS 1× 2% FBS and centrifuged 5 min at 4 °C at 300 × *g*. After discarding the supernatant, secondary antibody was added for 20 min at 4 °C and then washed again with PBS 2% FBS. Finally, FVD780 (1/1000, Thermofisher) was added to stain dying cells. Cell sorting was performed using a FACS Aria II equipment (BD Bioscience) and FACS diva software.

### Organoid culture

After FACS isolation, 4000–10,000 cells were cultured in 25 µl Matrigel (Corning, 356231) on 48-well plate. Three hundred microliter of medium (Supplemental Table 2) supplemented with 10 μM Y-27632 (only first 5 days to avoid anoïkis) were added to wells and the plate was incubated at 37 °C, 5% CO_2_. The medium was changed every 3–4 days. Upon outgrowth, organoids were passaged every 10–15 days either by mechanical dissociation by gentle pipetting or by enzymatic dissociation with TrypLE express enzyme (Gibco^TM^, 12605010). Medium was supplemented with 10 μM Y-27632 the first 3 days.

#### Imaging organoids

Brightfield images, GFP and RFP expressions were monitored using the Leica M205 FA stereomicroscope.

#### Embedding for histology

Organoids were washed with PBS and incubated for 30 min at 37 °C with 300 µl of low melting agarose 2% (Promega, V2111). Polymerized agarose was transferred to a 1.5 ml Eppendorf and fixed in 4% paraformaldehyde overnight at 4 °C under agitation. The sample was then washed three times in PBS 1× and put in PBS sucrose 30% overnight at 4 °C. Finally, organoids were incubated with gelatin 7.5%/sucrose 15% in PBS at 37 °C for at least 30 min and put in mold to freeze at −80 °C.

### Clonogenicity assay

Organoids were washed with PBS and incubated for 5 min at 37 °C with 200 µl of medium (Supplemental Table 2) + 1 µl collagenase 20% from Clostridium histolyticum (Sigma C2674) to dissociate matrigel. Under the stereomicroscope (Leica M205 FA), for each passage, at least three organoids of around 150 μm were isolated for anal canal and TZ and 540 µm for rectum. The size difference corresponds to the fact that stratified organoids (anal canal and TZ) contain more cells overall than simple glandular epithelium organoids (rectum). Each organoid was dissociated for 5 min at 37 °C with 20 µl of TrypLE express enzyme (GibcoTM, 12605010) and after washing, replated in 25 µl of matrigel. Three hundred microliter of medium (Supplemental Table 2) supplemented with 10 μM Y-27632 (only the first 5 days to avoid anoïkis) were added to wells and the plate was incubated at 37 °C, 5% CO_2_.

#### In vitro tamoxifen assay

Anal canal cells were sorted by previously established FACS strategy, cultured in 25 µl Matrigel (Corning, 356231) on 48-well plate and incubated at 37 °C, 5% CO_2_. At passage 1, culture media was supplemented with oil control or tamoxifen (0.1 µM) in culture media during 7 days and the medium was changed three times every 2 days. As a positive control, we sorted TZ cells based on Epcam expression from *K17CreER*^T2^*;R26R*^GFP^ bigenic mice non-induced with tamoxifen, and we added the tamoxifen in culture media similarly to the anal canal.

#### Lentiviral infection of organoids with ShRNA JunB

Vector control (SMARTvector Non-Targeting Mcmv-TurboRFP control particles #S08-005000-01) and sh JunB 1,2,3 vectors (sh1 JunB #V3SM7592-234927818, Sh2 JunB #V3SM7592-236055786 and sh3 JunB #V3SM7592-237743179) were produced by Horizon. 2.5 × 10^6^ viral particles were combined with 2 µg of polybrene (Sigma TR1003-G) and incubated 10 min at room temperature in organoid culture medium. 2 × 10^4^ dissociated organoids cells were then added to virus and polybrene solution and incubated 10 min at room temperature. Twenty-five microliter of Matrigel (Corning ref 356231) were added to the mix and 25 µl of the suspension were dispensed into the center of each well of a 48-well plate. After 10 min, 300 µl of medium containing Y-27632 was added. Twenty-four hours after infection organoids were washed by adding 10 ml of basal medium and centrifugated as previously described. The pellet was suspended with Matrigel and suspension was dispended in wells as previously described. Y-27632 was added to the medium the first 3 days.

### Western blot

Organoids were lysed with lysis buffer (50 mM Tris, pH7.2; 350 mM NaCl; 1% Triton X-100; 0.5% Na deoxycholate; 0.1% SDS; 20 mM MgCl_2_ and Inhibitor Cocktail) and proteins were separated by NuPAGE 4–12% Bis–Tris 1.0 mm mini protein gel, transferred to nitrocellulose membranes and blocked for 1 h with 5% non-fat milk or 5% BSA in TBS 1× (Tris Buffer Saline: 1 M Tris pH 7.4–7.5; 5 M NaCl) depending of the primary antibody. Membranes were subjected to immunoblotting using antibodies against the following proteins at the indicated dilutions: GAPDH (1/5000), Krt17 (1/20000), Krt8 (1/4000), Krt10 (1/500) in 5% non-fat milk and Jun B (1/2000) in 5% BSA. See Supplemental Table 1 for complete reference list of the antibodies used. Full scan blots are provided in the Supplementary information. Membranes were then washed three times with TBS 0.1% Tween for 10 min. Fluorescent secondary antibodies or HRP-coupled secondary antibodies listed in the supplementary Table 1 were used at 1/1000 in 5% non-fat milk or 5% BSA. Fluorescents images were acquired using Biorad Chemidoc imager and HRP immunoblots were developed using standard ECL Prime (Amersham, RPN 2236).

### Real-time PCR

Total RNA was isolated, using a Qiagen Rneasy Micro Kit, and used to produce cDNA using the Maxima first strand cDNA synthesis kit. Reverse transcription reactions were diluted to 10 ng/μl and 1–2 μl of cDNA was used to perform Real time PCR using the CFX96 real-time PCR System, CFX Manager Software and the Ssofast EvaGreen Supermix reagent. All reactions were run in triplicate and analyzed using the ΔΔCT method with relative expression normalized to *GAPDH*. (See Supplemental Table 3 for all primer sequences).

### Single cells RNA sequencing

After tissue dissection and dissociation, FACS purified suspended cells were partitioned into nanoliter-scale Gel Bead-In-Emulsions (GEMs) with the Chromium Single Cell Controller (10× Genomics) (performed by HalioDx company and TGML Marseille Luminy platform). After cell encapsulation and barcoding, library preparation followed the standard scRNAseq protocol comprising reverse transcription, amplification, and indexing (10× Genomics). Sequencing was performed using a NextSeq Illumina device (Illumina). Illumina bcl files were basecalled, demultiplexed and aligned to the mouse mm10 genome using the cellranger software (version 3.1.0, 10× Genomics). All downstream analyses were done with R/Bioconductor packages, R version 4.0.3 (2020-10-10) [https://cran.r-project.org/; http://www.bioconductor.org/]. Raw counts were imported into R and single cell data was analyzed with the ‘Seurat’ package v.3.2.2^21^. After filtering for library size (between 200 and 5000 features per cell) and mitochondrial gene expression (less than 25%), pre-processing was performed using Seurat functions for counts normalization (NormalizeData using the LogNormalize method), scaling (ScaleData using the 2000 most variable features), dimension reduction with principal component analysis (PCA) (RunPCA with default parameters), construction of a shared nearest neighbor (SNN) graph (FindNeighbors using ten dimensions of reduction as input) and clustering (FindClustering with a resolution of 0.2). Data was adjusted for cell cycle using the CellCycleScoring function and regressing for S and G2/M phases scores. After visualization with Uniform Manifold Approximation and Projection (UMAP) dimensional reduction technique [https://arxiv.org/abs/1802.03426], contaminating cell types were filtered out (i.e., anal glands, hair follicle, and fibroblasts) followed by re-scaling of each dataset. 

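Of the 939 normal cells, 10 had a UMI of Lgr5, 4 of Lhx2 and 9 of Tbx1 (ENSMUSG00000009097, chromosome 16, 18580979 to 18590671, minus strand), with at most 4 UMIs of one of these genes in a cell. In the rebuilt filtering, removing each cell with 1 or more UMIs over the 3 genes took the number of kept cells from 938 to 913, and removing those with 2 or more took it to 934.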

An additional filtering based on the expression of *Lgr5, Lhx2*, *Tbx1*, was necessary in the normal sample to remove hair follicle cells that were contaminating the basal cluster. After filtering of bad quality and contaminating cells, 939 cells from the normal sample and 4147 cells from the wounded sample were used for all downstream analyses. 

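Of the 913 cells kept by the rebuilt filters in the normal sample, 888 are among the authors' 939. In the wounded sample 3429 were kept, of which 3300 are among the 4147. Under the other settings tried, the kept cells ranged from 861 to 1045 in the normal sample and from 2426 to 4130 in the wounded sample.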

Markers of each cluster were identified using the wilcox test option of the FindAllMarkers function, with a bonferroni *p* value adjustment. The same criteria for filtering, dimension reduction, clustering, visualization, adjusting for cell cycle, and pseudotime were used to analyze the normal and the wounded sample. Cell-filtering parameters are nFeature_RNA > 200, nFeature_RNA < 5000, percent.mt < 25%. Other parameters included ScaleData (x, vars.to.regress = c(“S.Score”, “G2M.Score”)), RunPCA(x) # default parameters, FindNeighbors(dims = 1:10), FindClusters(resolution = 0.2), RunUMAP(dims = 1:10).

### Pseudotime analysis

We used the dynverse R package to compare across pseudotime algorithms and choose the one best suited for our dataset^27^. Final trajectory (pseudotime) analyses were performed using the slingshot R package^26^. To this end, clustering information was extracted from Seurat objects and passed directly to slingshot’s main function, using the “Basal” cell cluster as the starting cluster. The same “granularity” parameters (i.e., Omega = 20) were used for both conditions, normal and wounded, to assure comparability. Once pseudotime trajectories were identified, a general additive model (GAM) was fitted to identify genes, whose expression was significantly associated to each trajectory.

### Rectal wound

#### Chemical wound

To remove rectal crypts close to the anorectal TZ we treated the anorectal region with hot EDTA followed by a mechanical wound as previously described^41^ using 2–4 months old *K17CreER*^T2^*;R26R*^GFP^ bigenic mice injected with tamoxifen 2 days before the wound (for lineage tracing experiments). Briefly, under isofluorane anesthesia, a thin catheter equipped with a small balloon, was inserted into the anus and 200 μl of hot (50 °C) fresh 0.25 M EDTA/PBS was added using a syringe and a thin catheter. After 2 min of exposure, one wash with PBS was done and the balloon was deflated and catheters removed. Epithelial wound was performed using an electric brush closed to the anorectal TZ for approximatively 1 min, and removal of the rectum crypts confirmed under a dissecting microscope. Mice were monitored carefully after the injury and analyzed 2 weeks and 4 weeks of post-wound.

#### Mechanical wound

Under isofluorane anesthesia, 2–4-months-old K17CreER^T2^;R26R^GFP^ bigenic mice injected with tamoxifen 2 days before the wound, were subjected to a mechanical wound using a sterile scalpel (InterFocus #10073-14) inserted into the anus. The glandular region close to the anal transition zone was scraped with the scalpel to create the wound. Mice were monitored carefully after the injury and analyzed 1 week of post-wound.

All mice were injected subcutaneously with 50 µl of METACAM (1 mg/kg) before every wounding experiment.

### Quantifications

Krt17 protein expression was evaluated for each region (anal canal, TZ, and rectum). At least eight areas have been quantified per regions and per mice (*n* = 3 mice per condition). Immunostainings were performed the same day with the same antibody solution and identical imaging settings were applied, when comparing different conditions. Images were acquired with a Confocal microscope ZEISS LSM 880 and were analyzed with ImageJ. A threshold was applied to all images to remove the background before measuring the integrated density, while keeping the same ROI for each images (see Supplemental methods for details). For EdU quantification, eight areas per mice and per region were manually counted using Zen software and photoshop CC2019. Krt17 expression was used to separate TZ from anal canal and rectum. At least eight different areas of TZ and anal canal and 16 different crypts from nine mice were quantified (*n* = 3 per condition). Percentage of EdU+ cells was calculated according to total number of DAPI cells (reported as 100%). CD34 fraction was quantified manually and the percentage of CD34 was calculated according to total number of DAPI cells (reported as 100%). Quantification on EdU+ cells within the CD34+ population was quantified manually, and the percentage of EdU was calculated according to total number of CD34+ cells (reported as 100%).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Supplemental_method

## Data Availability

All the raw scRNA sequencing data have been deposited in the Gene Expression Omnibus under Series GSE163394 (Accession # GSM4982239 and GSM4982240) Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A stem cell population at the anorectal junction maintains homeostasis and participates in tissue regeneration
**Source:** Nat Commun. 2021 May 12;12:2761. doi: 10.1038/s41467-021-23034-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Single cells RNA sequencing: Illumina bcl files were basecalled, demultiplexed and aligned to the mouse mm10 genome using the cellranger software (version 3.1.0, 10x Genomics).

Data analysis

ZEN 3.0, Adobe Photoshop CS5, Adobe Illustrator CS5 were used to analyzed images and make figures. ImageJ (Fiji) v1.53 was used to quantify the RNAscope and immunostaining experiments and GraphPad Prism 5.2 to calculate  $t$ -test, two-way ANOVA and Bonferroni test. DAVID algorithm (DAVID v6.7) was used to perform a gene functional classification. Flow cytometry: FACS ARIA II (for FACS sorting) and FACS Diva software (for FACS data analysis). Single cell RNA sequencing data were analyzed with R/Bioconductor packages (R version 4.0.3), in particular the Seurat package v.3.2.2. Pseudotime analysis were benchmarked with dynverse R package (dynguidelines version 1.0.1) and the slingshot R package (version 1.6.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw data from the scRNA sequencing have been deposited in the Gene Expression Omnibus under the following codes: GSM4982239 (related to Figure 2 and Extended data figure 5) and GSM4982240 (related to Figure 6 and Extended data figure 8).

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163394>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM4982239>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM4982240>  
 There are no restrictions on availability of the materials used in the study.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Samples size for each experiment is written in the corresponding figure legends. For the lineage tracing experiment, the sample size was determined based on previous experiment performed in the laboratory referring to the data on mouse genetic reporter (Runck et al., 2014) and clonogenicity assay (McCauley et al., 2017). For the wound experiment, since we consider that the injury procedure may vary from one mouse to another and since we had no previous experience with this model, we consider that a minimum of ten mice per analysis point was required to yield high power to detect specific effects. No statistical methods were used to predetermine sample size. |
| Data exclusions | No data were excluded from the analysis                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | All the experiments were performed in at least 3 biologically independent replicates and statistics were calculated on biological replicates. All attempts at replication of the results were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Randomization   | For in vivo studies on genetic mouse models, animals were chosen based on their correct genotypes requiring two correct alleles (K17CreERT2/R26RGFP). K17CreERT2/GFP mice were treated with Tamoxifen to perform lineage tracing in normal and injured conditions. We minimized the age and sex differences between different animals by using similar numbers of male and female mice at the age of 6-8 weeks after birth. Each experiment contained animals from at least 3 different litters.<br>For cell culture experiments, organoids were derived from at least 3 separate experiments coming from 4 different animals                                                             |
| Blinding        | For in vivo studies, the investigators were blinded to mouse genotyping, group allocation during data collection, analysis, imaging and quantification. For cell culture studies, the investigators were blinded to treatment conditions for analysis, imaging and quantification.                                                                                                                                                                                                                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All primary and secondary antibodies used are all described in the supplemental table 1 in the manuscript                                                                                                                                                                                                                                                           |
| Validation      | The antibodies that are commercially available were validated by the provider. We used the protocols and recommendations of the manufacturer only on validated species. The nectin-4 monoclonal antibody (clone N4.mu1) has been validated by immunofluorescence on Cos cells transfected with an expression vector, carrying the cDNA sequence of murine nectin-4. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

All animals used are in the C57/BL6J background. Both male and female mice are used in all the experiments. In vivo experiments were performed in accordance with the European Community guidelines for the care and use of laboratory animals. All animal manipulations were performed by qualified personnel having sufficient experience with the described procedures to minimize any possible pain and discomfort to the animals. K17CreERT2/R26RGFP were induced with tamoxifen for two days and sacrificed at different time points for lineage tracing experiments and for FACS-cells isolation when performing the scRNA-sequencing analysis and the organoid experiments.

For wounding experiments: 2-4 months old K17CreERT2/R26RGFP mice were injected with tamoxifen two days before the chemical EDTA or mechanical wound. Mice were monitored carefully after the injury and analyzed 1, 2 and 4 weeks post-wound.

Sections of prefixed frozen embedded anorectal tissues were used for immunostaining and RNAscope experiments.

The housing conditions of all the mice followed strictly the ethical regulation. Mice are housed in individually ventilated cages (IVC, sealsafe plus TECHNIPLAST) according to SPF FELASA standards and food and water were given at libitum. For social enrichment, 6 mice per cages are generally housed with sterile nesting materials such as cotton or compressed wood chips for nidification. The room temperature ranged from 20 and 25°C. The relative ambient humidity was 55% +/-15. Semi-natural light cycle of 12:12 was used.

### Wild animals

The study did not involve wild animals

### Field-collected samples

The study did not contain field-collected samples

### Ethics oversight

All experiments were approved by the European and national regulation (protocols #4572, #8287 and #2244), ethical committee CE14

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

### Population characteristics

Dr. Flora Poizat in the Department of Pathology at the Paoli Calmettes Institute is our coordinator to receive sample under free informed consent. The identity of the participants is not known to scientist in the laboratory. Informed consent files are stored by referring clinicians in a locked place, all data are stored in encrypted and password-locked files. The national rules of data protection are followed.

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

Anorectal tissue samples from adult patients were approved by the Paoli-Calmettes Institute Strategic Orientation Committee (authorization TZ-cancers-IPC 2015-021). Informed written consent was given by the patients. Samples came from discarded tissues after surgery.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

The anorectal regions of at least five K17CreERT2;R26RGFP mice induced with tamoxifen for 2 days were microdissected under a dissecting scope (Leica MZ6) and pooled in epithelial cell culture medium40 containing 10% Fetal Bovine Serum (FBS) for further dissociation. Tissues were cut in small pieces using scissor and scalpel in 4ml HBSS 1X + 50 µl collagenase 20% from Clostridium histolyticum (Sigma C2674) and were incubated with high agitation 45min at 37°C. Then, 4.2 µl of DNase I (10mg/ml Sigma DN25) were added followed by 10min incubation at 37°C under agitation. Samples were then resuspended with 12ml cold PBS 1X and placed in a 50ml conical tube filled until 50ml with PBS 1X and centrifuged for 10min at 4°C at 200g. Pellets were resuspended with 20ml cold PBS 1X and filtered through 70µm filter. To avoid cell death, 200µl of FBS was added. To dissociate left over tissues on the filter, 1ml of TrypLE express enzyme (GibcoTM, 12605010) was added followed by 5min incubation at 37°C. Trypsin activity was then stopped by adding 3ml of epithelial cell culture medium +10% FBS and the mix was filtered through 40µm filter and centrifuged 10min at 4°C at 300g. Pellets were resuspended in PBS 1X 2%FBS. Primary antibody was added to samples 30-45min on ice and covered with foil. Samples were then washed with PBS 1X 2%

FBS and centrifuged 5min at 4°C at 300g. After discarding the supernatant, secondary antibody was added for 20min at 4°C and then washed again with PBS 2%FBS. Finally, FVD780 (1/1000, Thermofisher) was added to stain dying cells.

Instrument

FACS Aria II equipment (BD Bioscience)

Software

FACS DIVA

Cell population abundance

The proportion of anal TZ GFP+ cells in normal condition varied from 0,3% to 1,6% and in wounded condition from 3 to 6%.

Gating strategy

Living cells were selected by forward scatter, side scatter, doublets discrimination and by FVD780 dye exclusion. Epithelial cells were selected based on the expression of EpCam and the exclusion of CD45, CD11b, CD31, PDGFRa.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: A stem cell population at the anorectal junction maintains homeostasis and participates in tissue regeneration
**Source:** Nat Commun. 2021 May 12;12:2761. doi: 10.1038/s41467-021-23034-x

## SUPPLEMENTAL METHODS

### **A stem cell population at the anorectal junction maintains homeostasis and participates in tissue regeneration**

Louciné Mitoyan<sup>1</sup>, Véronique Chevrier<sup>1</sup>, Hector Hernandez-Vargas<sup>2,3</sup>, Alexane Ollivier<sup>1</sup>, Zeinab Homayed<sup>4</sup>, Julie Pannequin<sup>4</sup>, Flora Poizat<sup>5</sup>, Cécile De Biasi-Cador<sup>5</sup>, Emmanuelle Charafe-Jauffret<sup>1,5</sup>, Christophe Ginestier<sup>1</sup>, and Géraldine Guasch<sup>1\*</sup>

**RNAscope quantification** was done following the “Guideline on how to quantify RNAscope Fluorescent Assay Results”. All images were acquired using a confocal microscope ZEISS LSM 880 with exact same parameters and analyzed with ImageJ.

#### **Analysis:**

All channels were projected over the z axis. DAPI and *Krt17* were then split. DAPI channel was segmented to create a Mask of the nuclear area. It is in this area that the intensity of the *Krt17* was measured to ensure that the measurement is done within the nuclear area.

To ensure the selection of the DAPI only contained in the epithelium, we used the “Particule analysis”. Size of selected objects was set to 200-infinity. With the “Image Calculator” the Mask DAPI was ADDED to mask *Krt17*. ROI (Region Of Interest) of 500 pixels per 500 pixels was created (the same ROI was used for all images), placed and then duplicated. Images were binarized creating a mask of the *Krt17* staining contained in the DAPI Area. The plugin “Extended Particle Analyzer” of the Biovoxxel tool box was used. To ensure the selection of the dots, the analysis parameters were set as 0.01-Infinity for Area (micron<sup>2</sup>). This value was established by experimental trials. Segmented particules corresponding to the

dots were created and then this particles were overlayed on the native *Krt17* z projection for parameters measurement in each particles.

### **Measurement:**

We reported measured Area and IntDen (Integrated density) and calculated total Dot number in ROI according to the following formula:

$$\text{Total dot number in ROI} = \frac{\text{Total Integrated density of selected dots} \times \text{Total Area}}{\text{Average Intensity per Single Dot}}$$

Data were then normalized on TZ for each condition (see Source Data File).

**N.B:** The average intensity per single dot was calculated based on the expression of few single dots from 3 different mice and following this formula:

$$\text{Average Intensity per single dot} = \frac{\sum \text{Integrated density of selected dots} \times \sum \text{Area of selected dots}}{\text{Number of selected dots}}$$

**Legend of supplementary method figure.** A representative example of the *Krt17* (red) quantification in different regions (AC, TZ and rectum) quantified in absence (**a**, **b** and **c**) and presence (**d**, **e** and **f**) of tamoxifen (TAM) injected twice and 48h post-wound without TAM (**g**, **h** and **i**). A least 6 areas of each region (anal canal, TZ and rectum) were quantified per mice (n=3 mice per condition). Scale bars are 50µm. Insets for **a**, **b**, **c**, **d**, **e**, **f**, **g**, **h** and **i** are respectively zoom in 2.8 fold, 4.4 fold, 3.4 fold, 1 fold, 5.3 fold, 3.3 fold, 3.6 fold, 4.7 fold and 4.8 fold.

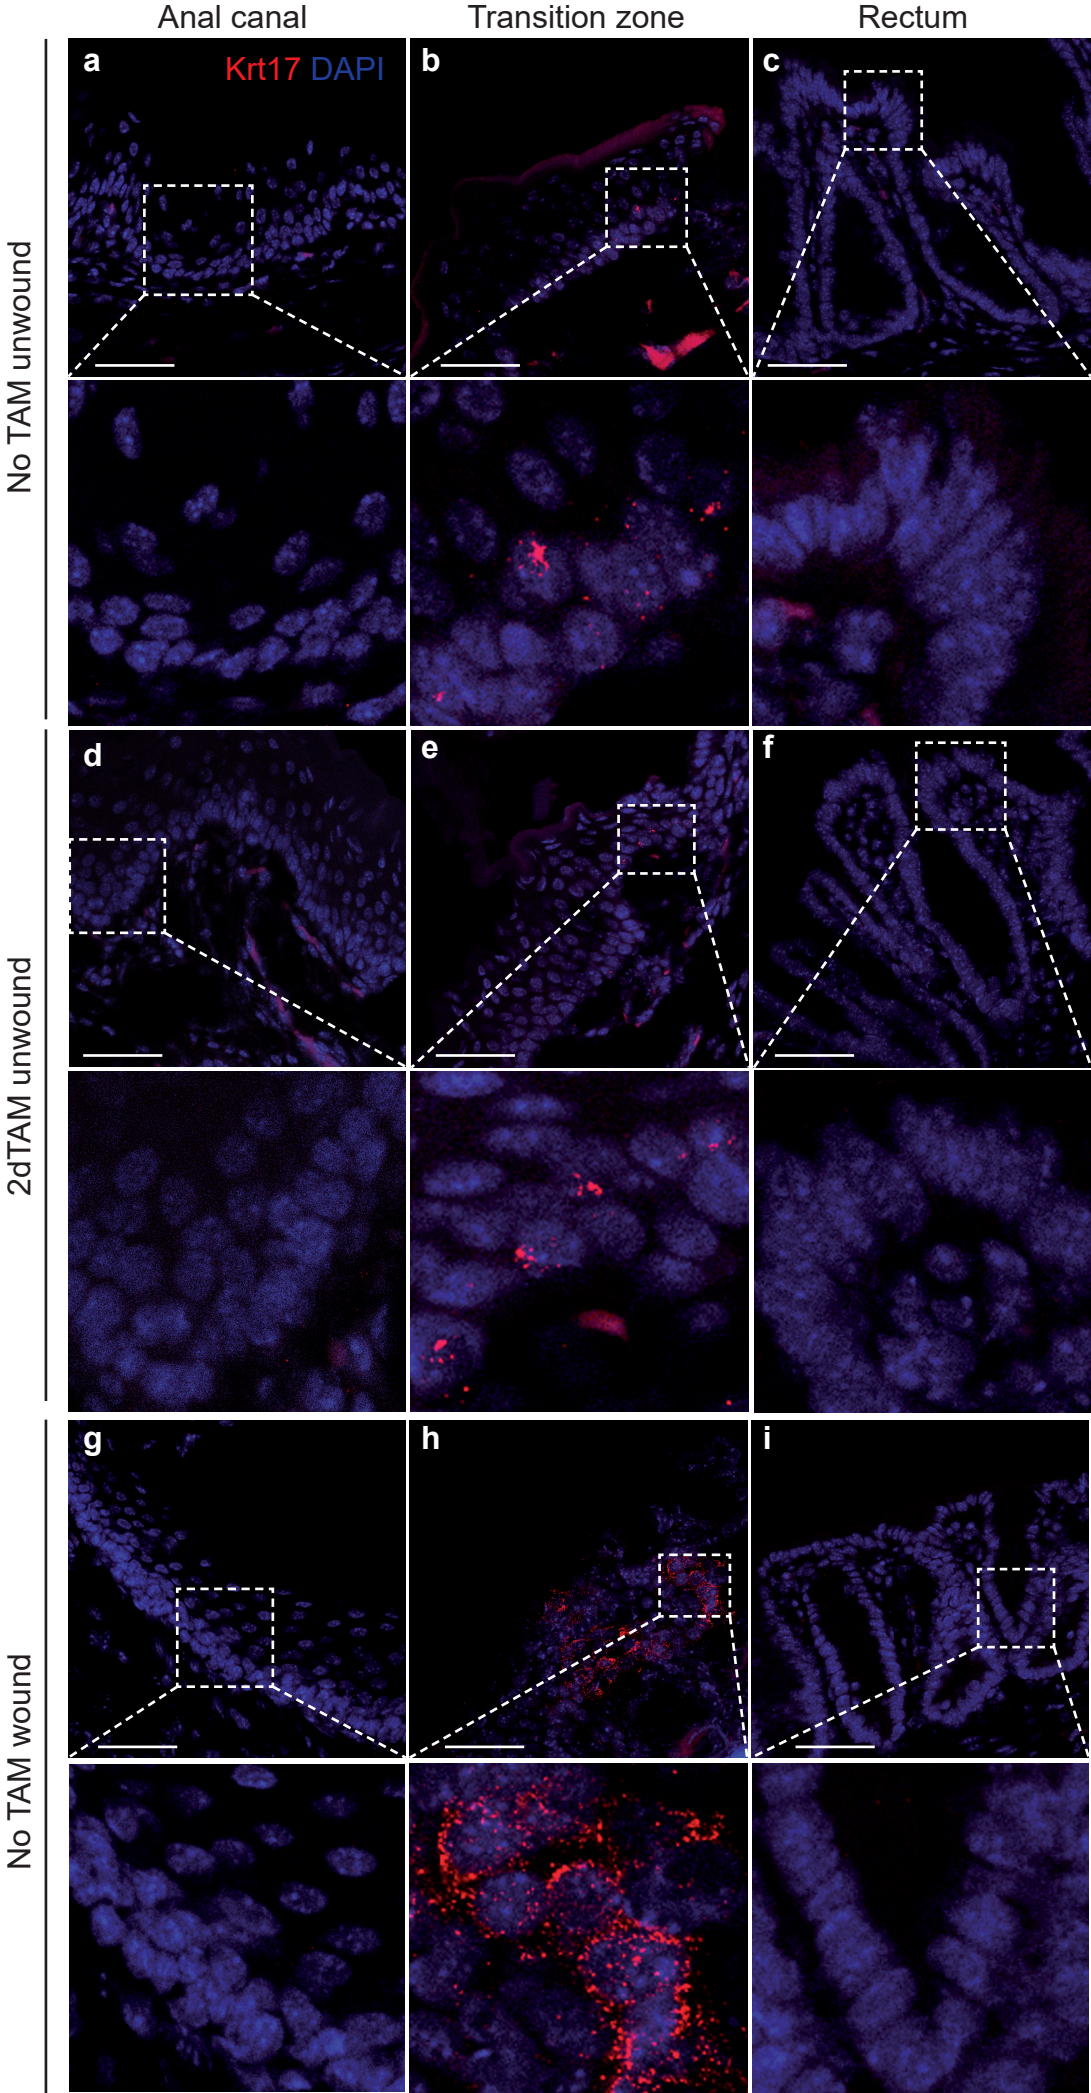

**Supplement:** Supplementary file 4 — Supplemental_method

# Supplementary material for: A stem cell population at the anorectal junction maintains homeostasis and participates in tissue regeneration
**Source:** Nat Commun. 2021 May 12;12:2761. doi: 10.1038/s41467-021-23034-x
**Supplement:** Supplementary file 5 — Source Data

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Quantification of the percentage of GFP cells in stratified and glandular tissue (related to Figure 1e)

File Name: Supplementary Data 2

Description: Data source for the quantitative PCR (related to Figure 3c)

File Name: Supplementary Data 3

Description: Full scan Western Blot (related to Figure 3d)

File Name: Supplementary Data 4

Description: Quantification of the percentage of GFP positive cells in glandular epithelium (related to Figure 5d)

File Name: Supplementary Data 5

Description: Full scan Western Blot (related to Figure 6i)

File Name: Supplementary Data 6

Description: Quantification of the percentage of Edu positive cells in TZ and anal canal area (related to Supplementary Figure 1c)

File Name: Supplementary Data 7

Description: Quantification of the *Krt17* RNA expression (related to Supplementary Figure 2c)

File Name: Supplementary Data 8

Description: Quantification of Krt17, Edu and CD34 after tamoxifen injection (related to Supplementary Figure 3)

File Name: Supplementary Data 9

Description: Genes list found in cluster 1, cluster 3 and cluster 7 from single cell RNA sequencing of anorectal cells (related to Supplementary Figure 5)

File Name: Supplementary Data 10

Description: Genes list found in cluster 2, cluster 7 and cluster 8 from single cell RNA sequencing of wounded anorectal cells (related to Supplementary Figure 8)

How the deposited data were processed for this re-analysis (not part of the article)

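Single cells of the anorectal tissue were sorted from at least 5 pooled mice per sample, in the normal condition and 1 week after the wound, and each condition was sequenced as 1 library. The authors deposited UMI counts per gene and cell barcode from Cell Ranger, without normalization. The header names Cell Ranger 3.1.0 for the normal sample and 4.0.0 for the wounded sample. The normal sample has 2564 barcodes, 31054 features and 17617944 UMIs, with the sequence ZsGreen1 among its features. The wounded sample has 17216 barcodes, 32285 features and 88260050 UMIs, without that sequence. The authors also deposited 1 table per sample with their filtered cells, the name of the cluster of each cell, and values on the natural log scale. These deposited values are the natural log of 1 plus a whole number for each gene and cell. They are not the counts of the barcodes scaled to a common total, and the step that made them is not named in the paper's text. The cells and names of these tables (939 and 4147 cells) were used in each comparison between clusters, and the levels were taken from the counts.

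Counts were summed over the cells of a cluster and divided by the summed UMIs of the cluster (CPM). A log2 ratio of 2 sums has an exact binomial interval at 95%, a level has an exact Poisson interval, and a share of cells has an exact Clopper-Pearson interval. Where a group had 0 UMIs, the ratio was computed against 3 UMIs as a bound. With 1 library per condition no test was made between conditions, and intervals cover counting error only. Between clusters, the median ratios of some gene lists were set against 10000 random lists matched on expression, which does not cover variation between mice. Median depths of the deposited cells were 9724 UMIs in the normal and 10077 UMIs in the wounded sample. For shares and correlations each cell was thinned to 2000 UMIs, and 44 and 221 shallower cells were left out. The ratio and its interval were tested on simulated counts drawn from the levels of the real clusters. The sums were drawn as Poisson counts, without variation from cell to cell. Coverage near 95% follows from this model, so it does not test the intervals on counts clumped in few cells. In the Anal Canal cells, 1 cell held 270 of the 3083 UMIs of Krt17. For TZ over anal canal, 10867 genes were simulated with 200 changed. The direction was recovered for 199 of them, 185 had an interval without 0, and 95.7% of intervals held the true value. For Regeneration and Wound_Stress over the other clusters, 14080 genes were simulated, with 200 of the 200 changed genes recovered in direction, 190 intervals without 0, and 95.6% of intervals holding the true value.

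Filtering and clustering were repeated with Seurat 5.3.0 in R 4.3.3 as the paper states, with over 200 and under 5000 detected genes, under 25% mitochondrial UMIs, 2000 variable features, regression of cell-cycle scores, 10 principal components and resolution 0.2. The cell-cycle genes were the lists of Seurat written as mouse symbols, with 43 and 54 genes found. The genes whose levels are reported were removed from the variable features. Clusters before removal were named by the list of marker genes with the highest mean log2 ratio over the other cells, if above 1, from lists for rectum, anal gland, hair follicle, fibroblasts, and the stratified basal and suprabasal layers. Scrublet in scanpy 1.11.5, with an expected doublet rate of 6%, called 4 filtered cells of the normal sample and 0 of the wounded sample with its automatic threshold, so its calls were not used. The cells with the highest scores, 86 and 283, were marked instead. Lineages were built as a minimum spanning tree of the deposited clusters with the covariance-scaled distance of slingshot and edges of at most 20. Slingshot was not run, and pseudotime is the distance along straight segments between centres.

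The genes named are those the paper names for the single-cell data, and for each cluster the 5 genes with the largest ratio among those with at least 100 UMIs in it. Members of marker lists are named where a list is reported. Lists for the anal gland (10 genes), immediate-early genes (14 genes), wounding or inflammation (12 genes) and the upper hair follicle and ducts (7 genes) were written before the data were examined. So were the comparisons and the filters. These lists share no gene with each other. Lists of enteroendocrine, lymphatic and inner root sheath genes were written after the leading genes of the Hybrid cluster were seen. The alternatives set at that time were variable features with the reported genes, resolution 0.4, no cell-cycle regression, stricter filters on genes and mitochondrial UMIs, the mean of per-cell values, other depths and minimums, centres in UMAP, and no limit on edges. Added after the data were seen were the removal of the cells with the highest Scrublet scores, clusters and filters rebuilt without the authors' names, the authors' deposited whole numbers, and the tree without the Hybrid cluster. Supplementary Data 9 was read in part, and Supplementary Data 10 was not analysed here.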

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

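In this part, the test of several cell types in the Hybrid cluster, its 3 marker lists and the tests among cells above and below 5000 UMIs were chosen only after the result was seen, and the use of the highest Scrublet scores in place of its calls was chosen after the calls were seen.

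The features of the normal sample include ZsGreen1, a sequence on which the paper's single-cell analysis does not report. The 939 cells held 43 UMIs of it, with at most 2 UMIs in a cell. Before thinning, a UMI was found in 3.94% of the Anal Canal cells, 5.06% of the Basal cells, 5.88% of the Suprabasal cells, 0 of 63 Rectum cells and 5.57% of the filtered cells that the authors removed. At 2000 UMIs the share was 0.252% (0.00638 to 1.40) in the Anal Canal cells, 1.18% (0.243 to 3.40) in the Basal cells, 1.09% (0.133 to 3.89) in the Suprabasal cells and 0 of 60 in the Rectum cells (up to 5.96%). These intervals overlap, so free RNA in the droplets and expression in the cells cannot be told apart with so few counts. The features of the wounded sample lack the sequence, and no biological explanation was tested.

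The Hybrid cluster of the wounded sample held signals of cell types outside those the paper discusses for it. A list of 6 enteroendocrine genes had 30980 UMIs in its 316 cells and 209 UMIs in the other 3831 cells, with Pyy at 16068 CPM, Chgb at 1765 CPM and Insl5 at 1627 CPM. A list of 4 lymphatic endothelium genes had 424 UMIs and 58 UMIs, with Ccl21a at 131 CPM. A list of 5 genes of the inner root sheath and cortex of hair had 2863 UMIs and 1983 UMIs, with Krt25 at 723 CPM. Gcg and Insl5 were among the leading genes of the cluster that prompted the lists, and each list also had UMIs in the other cells. At least 2 UMIs of a list were found in 13.3%, 18.0% and 19.6% of the Hybrid cells and in 0.444%, 0.209% and 0.731% of the others. With cells thinned to 1000 UMIs, the shares were 12.3%, 14.2% and 15.8% against 0.0262%, 0 and 0.105%. Among cells of at least 5000 UMIs, where shallow cells do not enter, the shares of 89 Hybrid cells were 23.6% (15.2 to 33.8) for the enteroendocrine list and 28.1% (19.1 to 38.6) for the inner root sheath list. No other cluster exceeded 0.211% and 0.633%, so free RNA does not account for these 2 signals. For the lymphatic list it was 2.25% (0.273 to 7.88), on 2 cells, too few to decide. Most cells with this list were shallow. Among cells of 1000 to 5000 UMIs it was found in 20.7% (14.8 to 27.7) of 164 Hybrid cells, in none of the other clusters (up to 8.41% in the smallest) and in 0.0824% of the barcodes that failed the filters, so free RNA does not account for it there. The lists marked different cells: 49.4% (43.7 to 55.0) of the Hybrid cells had at least 2 UMIs of one or more lists, and 5 cells of more than 1 list. Krt8 was at 1294 CPM in the Hybrid cells with the enteroendocrine list, 609 CPM in those with the lymphatic list and 56.7 CPM in those with the inner root sheath list. The general immune and endothelial lists marked 3 and 7 Hybrid cells. A candidate explanation is that the cluster gathers several cell types together with shallow cells. The Hybrid cells had the lowest median depth of the 6 clusters, and repeating the clustering parted them over 7 clusters. Doublets stay open for part of the cells. For the enteroendocrine cells, a response to the wound also stays open as an untested biological explanation. The paper reports chromogranin A+ cells derived from Krt17+ cells in newly formed crypts. These crypts were seen at a later time than the 1 week of this sample. The paper also places enteroendocrine cells in the glandular epithelium, so resident cells stay open too. In the normal sample, 5 Basal and 2 Rectum cells had at least 2 UMIs of the enteroendocrine list.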

How the results depend on the processing

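In this part, the removal of the cells with the highest Scrublet scores, the clusters and filters rebuilt without the authors' names, the authors' deposited whole numbers and the tree without the Hybrid cluster were chosen only after the data were seen. No paired analysis was possible because each condition has 1 library.

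Of 153 values under alternative settings, 114 stayed within the counting interval of the reported value, within 1.5 times of a count of cells or clusters, within 0.05 of a correlation or at the same number of lineages, 38 moved beyond it and 1 reversed. The log2 ratios of Krt8, Krt17, Gpc3, Nectin4, Junb and Plin2 kept their direction under each setting run. That of Il33 could not reverse, since its 2 clusters were those with the highest Il33. For the values that moved, the cause was not tested unless stated.

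With cells under 10% mitochondrial UMIs, 2426 cells were kept in the wounded sample and 8 clusters formed before removal. For Plin2 the log2 ratio was 1.71, that of Il33 4.02, and that of Junb between cells with and without Krt17 0.66. Without cell-cycle regression, the log2 ratio of Krt8 was 5.63, that of Junb in the TZ 0.94 over the anal canal and 1.55 over the rectum, that of Plin2 3.48 and that of Il33 2.30. At resolution 0.4, Plin2 gave 1.69 and Il33 2.45, and both samples had 4 lineages. With the reported genes among the variable features, Krt8 gave 5.63 and Il33 3.33. With the mean of the per-cell values, Krt17 gave 3.11, Nectin4 3.62, Plin2 3.90 and Il33 3.03. With the cells of the highest Scrublet scores removed, Krt17 gave 3.09 and Il33 3.90. With rebuilt clusters, Il33 gave 3.33 and the wounded sample had 4 lineages.

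Depth limits the results on single cells. The share of cells with Krt17 together with Krt8 or Muc13 was 0.430% in the normal and 0.443% in the wounded sample at 1000 UMIs, and 8.95% and 11.3% without thinning, where deeper cells pass the minimum more often by construction. It was 8.49% and 7.82% with at least 1 UMI of each gene, and 0.223% and 0.458% with at least 3 UMIs. Between cells with and without Krt17, the log2 ratio of Junb was 0.63 at 1000 UMIs and 1.13 without thinning. The correlation of Krt17 with Krt8 over the cells of the wounded sample reversed to 0.0778 without thinning; the cause was not tested.

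The number of lineages was 2 in the normal and 4 in the wounded sample with centres in the UMAP dimensions, and 2 in the normal sample without the limit on edges. In the wounded sample it was 2 with the Hybrid cluster left out. With the cells of the highest Scrublet scores removed and with cells under 10% mitochondrial UMIs, the wounded sample kept 3 lineages but Regeneration followed Wound_Stress, and in the latter setting Rectum was not joined. Both are among the 114, since only the number of lineages was compared. The removal of doublets called by Scrublet, set as an alternative at the start, was not run, since its automatic threshold called 4 normal and 0 wounded cells.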

Differences from the paper's values

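In this part, the rebuilt clusters and the tree without the Hybrid cluster were chosen only after the data were seen. So were the comparison of profiles and the use of the highest Scrublet scores. No other test in this part was chosen after the result was seen. A UMI of Lhx2 was found in 0.589% of the filtered cells outside the hair follicle cluster of the normal sample, against the paper's 1.3% in Supplementary Data 9. No alternative set before the data were examined was computed for this share, so none is known to close the gap.

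In the paper, Gpc3 seems exclusive to the anal canal compared to the TZ. Here the basal TZ cells held 54 UMIs of Gpc3, and 5.49% of them had a UMI at 2000 UMIs, where 0 of 60 Rectum cells had one. The latter allows a share of up to 5.96%, so these shares cannot separate expression from background. The intervals of the levels did not overlap, with 20.0 CPM (15.0 to 26.0) in the Basal cells and up to 5.24 CPM in the Rectum cells. Of the Basal cells, 8.95% (5.76 to 13.1) had one of the highest Scrublet scores, against 1.16% of the Anal Canal cells. With such cells removed, the log2 ratio of anal canal over TZ was 2.72, within the interval of the reported 2.49. Droplets with 2 cells stay open for part of these UMIs. The direction was that of the paper, with a log2 ratio of anal canal over basal TZ of 1.79.

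The paper describes the normal rectal trajectory as the one with the shortest range of pseudotime and that from basal TZ to anal canal as the longest. Here Rectum had a range of 84.2 in the principal components, against 45.9 for Basal to Anal Canal. With centres in the UMAP dimensions the order was that of the paper, with 4.76 for Rectum and 23.0 for the lineage to Anal Canal. In both spaces Rectum was a lineage of 1 cluster, with no segment between centres. Its range and that of a longer path therefore differ in what they span. The paper also finds the rectal trajectory more elongated after the wound. In the principal components the ranges were 85.1 after the wound and 84.2 before it, and the interquartile distances 29.0 and 16.2. In the UMAP dimensions the ranges were 27.9 and 4.76. Each pair sets a path of 3 clusters after the wound against Rectum alone before it, so it cannot decide the point. For Rectum alone in the principal components, with Hybrid left out, the range was 68.1 after the wound and 84.2 before it. The interquartile distances were then 22.3 and 16.2.

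The paper describes the hybrid cluster as enriched for Krt17, Muc13 and Krt8. Over the other cells together, the log2 ratio here was -1.04 for Krt17, 0.53 for Krt8 and 0.00 for Muc13. Over Suprabasal alone Muc13 and Krt8 were higher, by 2.30 and 1.71, and over Rectum alone Krt17 was higher, by 3.10.

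The paper calls the wounded cluster with Krt10 anal canal or suprabasal TZ. The deposited name of the cells with the highest Krt10 is Basal, at 1987 CPM. Those with the highest Nectin4 and Krt6a, by which the paper identifies its TZ cluster, are deposited as Suprabasal. At resolution 0.4, the wounded Basal profile was closest to a normal cluster of 391 cells (correlation 0.681), by size nearest to the Anal Canal cells. With a normal cluster of 249 cells, by size nearest to the normal Basal cells, the correlation was -0.0599. That cluster was the closest for none of the wounded clusters. Wounded Suprabasal was closest to a normal suprabasal cluster of 182 cells (0.769). The paper counts more than 1 rectal cluster after the wound. The deposited names hold 1, and the clustering repeated on the kept cells gave 2 clusters led by it.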

Other observations

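In this part, the tests on the spread of the Hybrid cluster, on Hybrid cells of at least 5000 UMIs, on the Regeneration and Wound_Stress clusters and on the highest Scrublet scores were chosen only after the result was seen.

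Junb was higher in the TZ of the normal sample than in its Anal Canal cells. The 14 immediate-early genes were higher with it, by a median log2 ratio of 1.78. This lay above all of 10000 random lists matched on expression. Stress during the dissociation is therefore a candidate explanation that the data leave open. In the wounded sample the same list was higher in Regeneration, the cluster with the most Junb, by a median of 2.86, so the same doubt holds there, where a response to the wound stays open too. A tissue difference in AP-1 activity stays open as well, since no sample without dissociation was analysed here. The most abundant genes of the list in the TZ were Fos, at 1305 CPM, and Btg2, at 574 CPM.

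Droplets with 2 cells may account for part of the Hybrid cells with both Krt17 and Krt8 or Muc13. Of the Hybrid cells, 10.1% (7.03 to 14.0) had one of the highest Scrublet scores, against 6.16% in the next cluster, and among the 31 cells with both it was 41.9% (24.5 to 60.9). Free RNA stays open in part. At 2000 UMIs Krt8 was found in 31.5% of the Hybrid cells, in at most 16.4% of the stratified clusters, and in 54.5% of the barcodes that failed the filters. Among cells of at least 5000 UMIs, 8.99% (3.96 to 16.9) of 89 Hybrid cells had both at 2000 UMIs, against 3.48% (2.36 to 4.93) of the Suprabasal and 2.65% (1.07 to 5.39) of the Rectum cells, 0.422% (0.115 to 1.08) of the Regeneration cells, and none of the Basal and Wound_Stress cells. Of such Hybrid cells with Krt8 or Muc13, 34.8% (16.4 to 57.3) had Krt17, against 3.06% (1.24 to 6.20) in Rectum, which argues against free RNA of Krt17. Of those with Krt17, 27.6% (12.7 to 47.2) had Krt8 or Muc13, against 4.13% (2.80 to 5.84) in Suprabasal, 1.11% (0.304 to 2.83) in Regeneration, 0 of 46 in Basal (up to 7.71%) and 0 of 21 in Wound_Stress (up to 16.1%). The first 3 of these clusters go against free RNA of Krt8 or Muc13, and the last has too few cells, so by the limit set for this test, an interval above that of every stratified cluster, it is not excluded. Before thinning, at least 10 UMIs of both were held by 4.75% of the Hybrid, 2.91% of the Suprabasal, 2.77% of the Rectum and 0.303% of the Regeneration cells, and by 0 Basal and 0 Wound_Stress cells. Of these 15 Hybrid cells, 9 had one of the highest Scrublet scores and 12 carried the enteroendocrine list. In Suprabasal it was 1 and 2 of 30 such cells, and in Rectum 6 and 0 of 11. A transition between cell states stays open as an untested biological explanation. Of the 31 cells, 25 had over 15% mitochondrial UMIs.

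The root mean square distance of cells from their cluster centre in the wounded sample was 24.0 for Rectum, 20.5 for Hybrid, 14.6 for Basal, 11.8 for Suprabasal, 9.96 for Regeneration and 5.75 for Wound_Stress. In the principal components, Rectum lay at 13.1 from Hybrid, and its smallest distance to a cluster other than Hybrid was 22.7, above the limit of 20. With centres in the UMAP dimensions it lay at 6.97 from Hybrid and 15.6 from Wound_Stress, within the limit, so only in the principal components did its link rest on the Hybrid cells. The distance is scaled by the spread of both clusters, and Rectum, the widest, enters each of these distances. The value of 22.7 would be the same if the Hybrid cells lay between the clusters, so the wide spread of the Hybrid cluster and a path of differentiation cannot be told apart by it.

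The suprabasal TZ cells carried genes of the upper hair follicle and ducts. Of the 7 genes in the list, 6 were higher in them than in both the basal TZ and the anal canal, and for Lrig1 the difference from the basal TZ was not resolved (log2 ratio -0.52, -1.12 to 0.06). The most abundant were Cst6, at 87278 CPM, Defb6, at 8540 CPM, and Krt79, at 6213 CPM, and each of the 7 was also detected in the anal canal. Cells of hair follicle or gland ducts in the sort may contribute, with 6 genes of the list higher, and expression of these genes by suprabasal TZ cells themselves stays open.

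The 2 clusters with the highest Il33 had higher levels of the 10 anal gland genes, with a median log2 ratio of 2.40. In Regeneration, Scd1 was at 861 CPM and Mgst1 at 781 CPM, and in Wound_Stress Mgst1 was at 857 CPM. The 10 genes were chosen from Supplementary Data 9, and each was also detected in the other clusters. Of the 12 genes for wounding or inflammation, 5 were higher, 4 of them with an interval above 0 and Il33 itself among these, with a median log2 ratio over the list of -0.85. Anal gland cells left in the data may therefore contribute to these clusters, and a response to the wound stays open.

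The profile of Regeneration was closest to a cluster of 148 normal cells at resolution 0.4 (correlation 0.765 over 8958 genes), of which 92.6% were not kept by the authors. Wound_Stress was closest to the normal anal gland cluster of 208 cells (0.756), of which 92.8% were not kept. By size, the clusters of 148 and 208 cells match a split of the anal gland cluster of 356 cells at resolution 0.2. The cluster of 148 cells was itself left unnamed, with 0.335 as the largest mean of any list. Without the immediate-early and Jun genes the correlations were 0.761 and 0.757. It may be that Regeneration and Wound_Stress hold cells of types that were removed from the normal sample, in addition to or instead of cells changed by the wound.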
